# PHF6 maintains acute myeloid leukemia via regulating NF-κB signaling pathway

**DOI:** 10.1038/s41375-023-01953-6

**Published:** 2023-07-01

**Authors:** Shuaibing Hou, Xiaomin Wang, Tengxiao Guo, Yanjie Lan, Shengnan Yuan, Shuang Yang, Fei Zhao, Aizhong Fang, Na Liu, Wanzhu Yang, Yajing Chu, Erlie Jiang, Tao Cheng, Xiaojian Sun, Weiping Yuan

**Keywords:** Acute myeloid leukaemia, Cell signalling

## Abstract

Acute myeloid leukemia (AML) is a major hematopoietic malignancy characterized by the accumulation of immature and abnormally differentiated myeloid cells in bone marrow. Here with in vivo and in vitro models, we demonstrate that the Plant homeodomain finger gene 6 (PHF6) plays an important role in apoptosis and proliferation in myeloid leukemia. Phf6 deficiency could delay the progression of RUNX1-ETO9a and MLL-AF9-induced AML in mice. PHF6 depletion inhibited the NF-κB signaling pathways by disrupting the PHF6-p50 complex and partially inhibiting the nuclear translocation of p50 to suppress the expression of BCL2. Treating PHF6 over-expressed myeloid leukemia cells with NF-κB inhibitor (BAY11-7082) significantly increased their apoptosis and decreased their proliferation. Taken together, in contrast to PHF6 as a tumor suppressor in T-ALL as reported, we found that PHF6 also plays a pro-oncogenic role in myeloid leukemia, and thus potentially to be a therapeutic target for treating myeloid leukemia patients.

## Introduction

Acute myeloid leukemia (AML) is a major hematopoietic malignancy characterized by the uncontrolled expansion of the immature myeloid cells [1]. The 5-year survival rates of young patients are 40–50%, while 5-year OS rates are less than 15% for patients aged over 60 [2, 3]. Much of the effort have been dedicated to decipher the molecular events underlying AML transformation, with the goals to identify specific therapeutic targets and develop new and more effective drugs. About half of AML patients had non-random chromosomal translocations, including balanced translocations, chromosomal gains or losses [4–6]. The four most common translocations are 11q23/mixed lineage leukemia (MLL)-fusion proteins, t(15;17)/PML-RAR, Inv(16)/core binding factor (CBF)b-MYH11 and t(8;21)/RUNX1-ETO [7]. These genetic changes lead to irreversible functional defects of critical genes that are associated with leukemogenesis. Clinical genetic evidences and experimental data from mouse models of leukemogenesis showed that more than one cooperating event were required to develop AML [8, 9].

Epigenetic dysregulation is a recurrent event in leukemogenesis [10]. When the expression of epigenetic regulators is altered, it would stimulate oncogenic transcriptional programming that are important for AML progression. Numerous evidences suggested that various AMLs are sensitive to the inhibition of these epigenetic regulators. For example, inhibition of TALE family homeodomain factor MEIS2 delayed the growth of RUNX1-ETO-positive leukemia cells [11]. Inactivation of the histone 3 lysine 79 methyltransferase Dot1l resulted in downregulation of MLL translocation-associated genes expression [12, 13]. Furthermore, inhibition of the arginine methyltransferase PRMT1 reduced the leukemic potential of several oncogenic fusion proteins, such as MLL-EEN and MLL-GAS7 [14, 15]. Notably, these epigenetic factors coordinated the regulation of gene expression in normal myelopoiesis while contributed to AML initiation and progression, thus providing a potential of therapeutic selectivity.

Plant homeodomain finger gene 6 (PHF6), is a highly conserved epigenetic transcriptional regulator that plays critical roles in neurodevelopment and hematopoiesis. It was first discovered to be mutated in patients with Börjeson–Forssman–Lehmann syndrome (BFLS) [16]. Additionally, BFLS patients had been reported to develop T-ALL disease [17]. Later, somatic mutations of PHF6 were reported in 38% of adult primary T-ALL cases [18] and 16–55% of mixed phenotype acute leukemia [19, 20]. Experimental data from mouse models showed that PHF6 plays a suppressive role in T-ALL leukemogenesis [21–23]. Interestingly, PHF6 mutations occur to a lesser extent, in 3% of acute myeloid leukemia, and 3% of high-grade B-cell lymphoma [24–26]. While Mousa et al. and de Rooij JD et al. studies showed that the expression of PHF6 was upregulated in AML patients, indicating it might be involved in the progression of AMLs [27, 28], the exactly functional role(s) of PHF6 in human myeloid leukemia remain unknown.

In the current study, we found that PHF6 is essential for the maintenance of self-renewal ability of leukemia stem cells (LSCs) but dispensable for hematopoietic stem cells (HSCs) in vivo. The survival of leukemia cells was sensitive to PHF6 depletion in both RUNX1-ETO9a (RE9a) and MLL-AF9 (MA9) AML mouse models and in human AML cell lines. Our data supports that both AML containing RUNX1-ETO9a and MLL-AF9 fusion proteins are dependent on PHF6 for their function, and that PHF6 may be a potential LSC-directed therapeutic target for AML.

## Methods

### Generation of AML mice and transplantation

*Phf6* conditional deletion mice were performed as described previously [22]. For RE9a-driven mouse model, the RE9a-GFP retroviral vector was kindly provided by Professor Xiaojian Sun. We used E14.5 fetal liver cells and performed the methods of Na Man et al. [29]. For MA9-driven mouse model, bone marrow of lineage negative (Lin^−^) cells from *Vav1-Cre;Phf6*^*fl/y*^ or *Phf6*^*fl/y*^ male mice were infected of MA9-GFP retroviral virus and constructed AML mice by the methods of Gao et al. [30]. All male mice weighed 20–30 g and aged 6–8 weeks. Animals were housed in the specific pathogen-free animal facility of the State Key Laboratory of Experimental Hematology (SKLEH), Institute of Hematology and Blood Disease Hospital. All experimental procedures for mice were approved by Laboratory Animal license for use (SYXK2020-0003). All efforts were made to minimize the suffering of the mice.

### Nuclear translocation assay

PHF6 KD Kasumi-1 and K562 cells with pre-treatment of starvation medium were centrifuged onto slides of treatment with Cell-TAK (Corning, New York, USA). 100 ng/mL TNF-α (Peprotech, New Jersey, USA) was added to the cells for 2 h. The cells were washed with PBS and fixed in 4% formaldehyde for 15 min. The cell membrane was permeabilized by 0.1% Triton in PBS for 15 min, and blocked by 2% BSA in PBS for 45 min. The cells were treated with anti-p65 or anti-p50 monoclonal antibody (dilution, 1:200, CST, Boston, MA, USA) for overnight at 4 °C. After washing with 0.5% BSA in PBS three times, the cells were stained with Alexa Fluor 647/594/488 goat anti-rabbit IgG (All dilution, 1:500, Invitrogen, CA, USA). The slides were then incubated with DAPI (BioLegend, CA,USA) for 5 min and observed on microscope (UltraVIEW VOX, Perkinelmer, Massachusetts, USA).

### NF-κB inhibitor experiments

For in vitro experiment, 7 × 10^4^/ml Kasumi-1 and K562 cells were treated with 4 μM Bay11-7082 (MCE, New Jersey, USA) or 2‰ DMSO in culture medium and then examined the apoptosis and proliferation of leukemia cells. For the in vivo experiment, 5 × 10^6^ PHF6 OE Kasumi-1 or control cells were transplanted into NSG mice irradiated with 200 cGy through tail vein injection. After a month, two groups of mice received 10 mg/kg Bay11-7082 by intraperitoneal injection of three times in 10 days. The NSG mice were purchased from Beijing HFK Bio-Technology and were aged 4–6 weeks.

## Results

### PHF6 is required for the growth of AML cells but dispensable for normal hematopoiesis

To investigate the potential role of PHF6 in AML, we analyzed the relationship of PHF6 expression and overall survival. AML patients with high PHF6 expression had unfavorable prognosis than AML patients with low PHF6 expression (*p* = 0.0329) according to the survival time of patients with more than one year from the Cancer Genome Atlas AML dataset (Supplementary Fig. 1A). However, we did not detect obvious difference between bone marrow cells of AML patients and normal person (Supplementary Fig. 1B, C). To further confirm whether PHF6 was truly functional relevant to myeloid leukemia development, we firstly over-expressed PHF6 in Kasumi-1 and K562 cells (Supplementary Fig. 1D). We found that over-expression of PHF6 (PHF6 OE) increased the growth of Kasumi-1 and K562 cells (Supplementary Fig. 1E), decreased the apoptosis of Kasumi-1 cells while has no effect on K562 cells (Supplementary Fig. 1F). Furthermore, we knocked down PHF6 (PHF6 KD) in myeloid cell lines by two independent anti-PHF6 shRNA (Fig. 1A and Supplementary Fig. 1G). PHF6 KD significantly decreased the growth of Kasumi-1, THP1 and K562 cells (Fig. 1B, C and Supplementary Fig. 1H), and promoted cell apoptosis (Fig. 1D, E and Supplementary Fig. 1I). In addition, we performed the CFC assay to determine the impact on clonogenicity. PHF6 KD also decreased the colony number of Kasumi-1 and THP1 cells (Supplementary Fig. 1J, K). These results indicated that PHF6 might involve in myeloid leukemia initiation and progression.

**Fig. 1:**
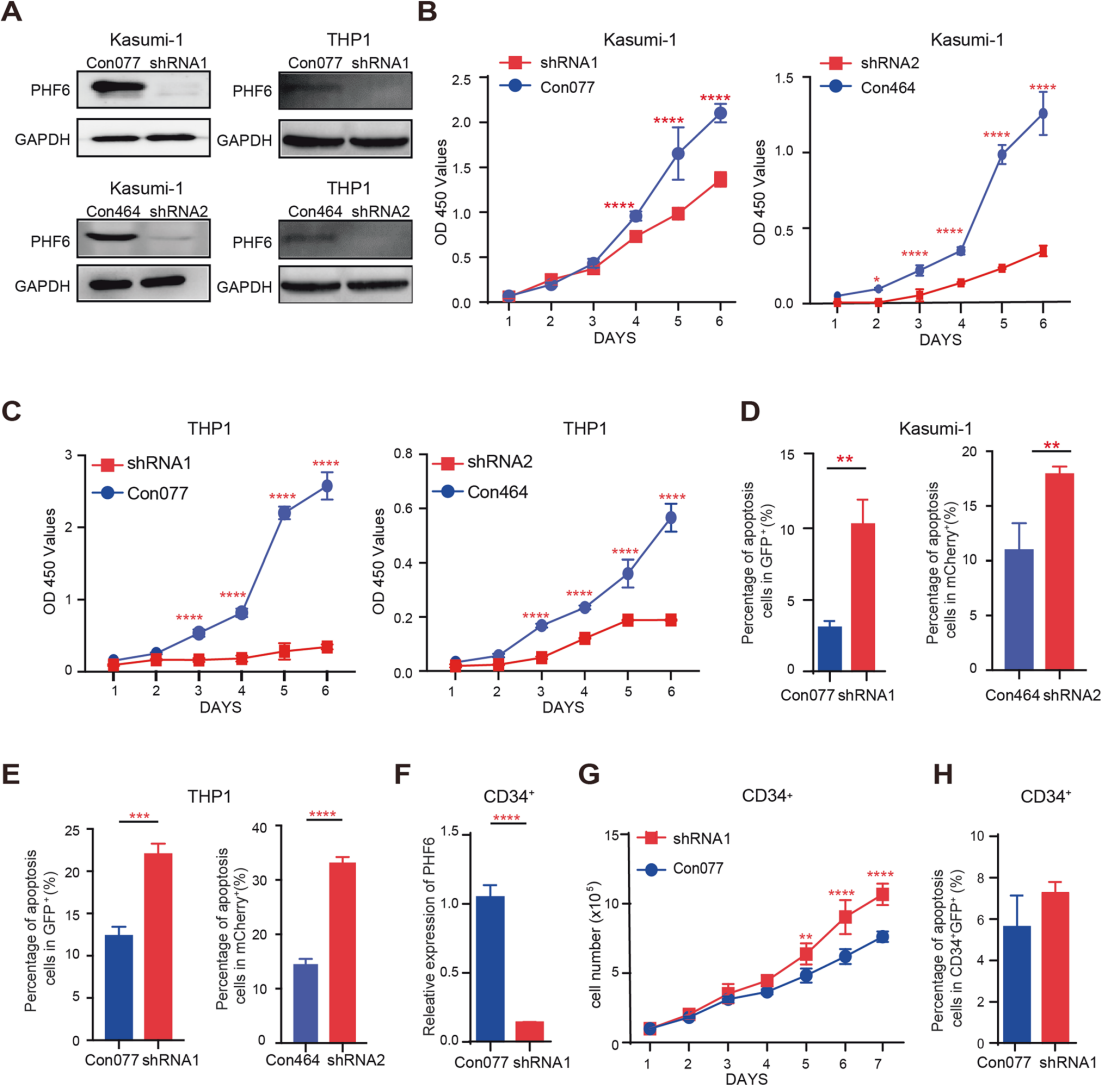
PHF6 KD inhibited the proliferation of myeloid leukemia cells, but had little effect on normal blood cells. **A** Knocking down PHF6 (PHF6 KD) in Kasumi-1 and THP1 cells by two different anti-PHF6 shRNAs. **B**, **C** The proliferation of PHF6 KD Kasumi-1 cells and PHF6 KD THP1 cells. **D**, **E** The percentage of apoptotic PHF6 KD Kasumi-1 and THP1 cells. **F** Knocking down PHF6 in cord blood CD34^+^ cells. **G** The proliferation of PHF6 KD (shRNA1) CD34^+^ cord blood cells. **H** The percentage of apoptotic CD34^+^ cord blood cells. Data are represented as mean ± SD.

Furthermore, we knocked down PHF6 in CD34^+^ cord blood cells and investigated the role of PHF6 in hematopoiesis (Fig. 1F). We found PHF6 KD increased the CD34^+^ cord blood cell proliferation and had little effects on cell apoptosis (Fig. 1G, H). To analyze the clonogenicity of PHF6 KD CD34^+^, we performed the CFC assays and found that the total colony number of PHF6 KD cells were increased than control groups. The major types of increased CD34^+^ cell derived colonies were CFU-E and BFU-E. It indicated that PHF6 KD promoted CD34^+^ cells proliferation and differentiation to erythroid cells in vitro (Supplementary Fig. 2A). Further, we generated *Vav1-Cre;Phf6*^*fl/y*^ (*VC Phf6*, PHF6 knock-out in blood cells) and *Phf6*^*fl/y*^ (*Phf6 WT)* mice and found that *Phf6* deletion had no influence on the number of BM LT-HSCs, ST-HSCs and MPP cells in vivo (Supplementary Fig. 2B, C). However, *Phf6*-deficient HSCs had much stronger hematopoietic regeneration capacity than *Phf6 WT* HSCs in competitive bone marrow transplantation assay (Supplementary Fig. 2D). Notably, *VC Phf6* and *Phf6 WT* mice barely showed any disease symptoms or pathological phenotypes in the PB, BM and spleen (Supplementary Fig. 2E). These results suggested that PHF6 is essential for the proliferation of myeloid leukemia cells, but dispensable for normal hematopoiesis.

### Deletion of *Phf6* decreased leukemia progression in RE9a- and MA9-driven AML mouse models

To determine the impact of Phf6 deletion in leukemogenesis in vivo, we utilized two mouse models that expressed RUNX1-ETO9a (RE9a) or MLL-AF9 (MA9) in hematopoietic cells. We sorted Lin^-^ cells from E14.5 fetal liver cells or bone marrow of *VC Phf6* or *Phf6*^*fl/y*^ male mice to transfect with RE9a-GFP virus or MA9-GFP virus. Equal amount of GFP^+^ cells were serially transplanted into male recipients to establish two AML mouse models (Supplementary Fig. 3A). We analyzed the phenotype of two groups when one of the groups became moribund. All *Phf6*^*fl/y*^*,RE9a* (*WT Phf6,RE9a*) mice rapidly succumbed to leukemia characterized by significantly increased white cell counts and decreased PLT counts in PB as compared to *Vav1-Cre;Phf6*^*fl/y*^*,RE9a* (*VC Phf6,RE9a)* mice in passage 3 (Fig. 2A). The survival time of all *VC Phf6,RE9a* mice was significantly longer than that of *WT Phf6,RE9a* mice in passage 1 to 3 (Fig. 2B and Supplementary Fig. 3B). The median survival of *WT Phf6,RE9a* was 62.5 days and 147 days for *VC Phf6,RE9a* in passage 2. Notably, the *VC Phf6,RE9a* mice showed much milder disease symptoms than *WT Phf6,RE9a* mice, including lower counts of GFP^+^ leukemia cells in the PB and BM (Fig. 2C, D), higher body weights and lower spleen and liver weights (Supplementary Fig. 3C). The percentage of GFP^+^ leukemia cells and the degree of extramedullary infiltration in the liver, spleen, brain and lung also decreased in *VC Phf6,RE9a* mice than that of *WT Phf6,RE9a* mice (Fig. 2E, F). Additionally, the percentage of GFP^+^ c-Kit^+^ cells was significantly decreased, while the percentage of Mac-1^+^ cells was increased in the BM of *VC Phf6,RE9a* mice when compared with that of *WT Phf6,RE9a* mice (Fig. 2G), indicating that *Phf6 KO* promoted the differentiation of RE9a-induced leukemia cells. Furthermore, we found that *Phf6 KO* promoted GFP^+^ leukemia cell apoptosis and blocked the cell cycle in the phase of G0 (Fig. 2H and Supplementary Fig. 3D). These results demonstrated that *Phf6* deficiency delayed the RE9a-induced AML progression in vivo.

**Fig. 2:**
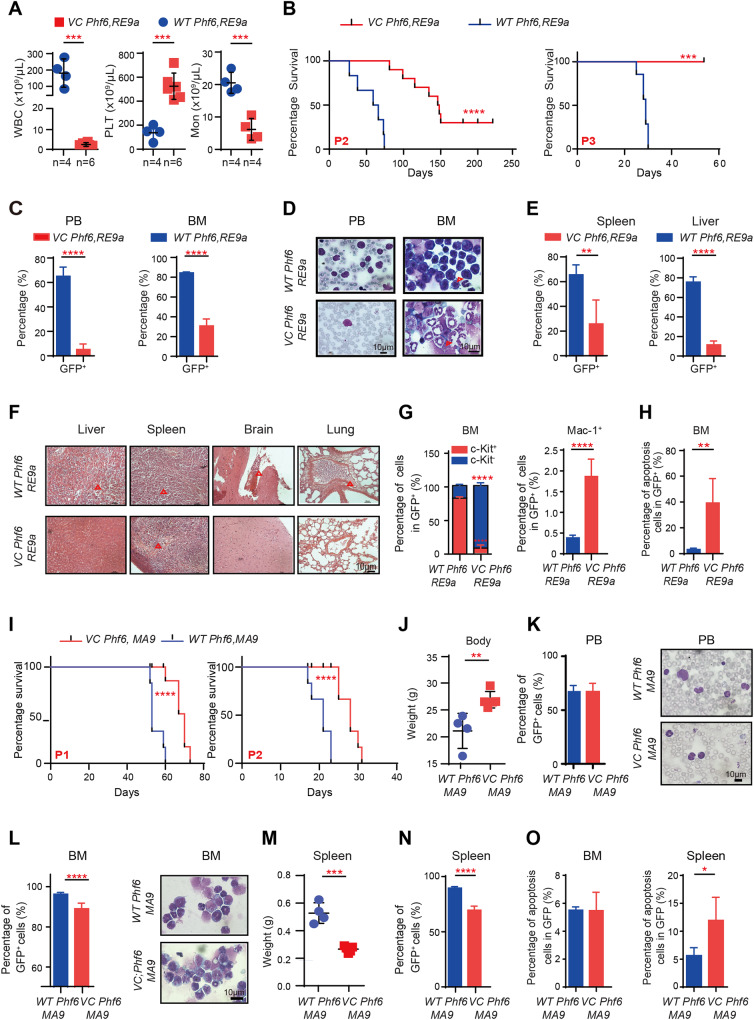
Deletion of *Phf6* delayed RE9a- and MA9-driven leukemia development. **A** WBC, PLT, and monocyte (Mon) counts in PB by routine blood tests. **B** Kaplan–Meier survival curves of *VC Phf6,RE9a* and *WT Phf6,RE9a* AML mice in passage 2 to 3 (log-rank test *p* < 0.005, n ≥ 5 per group). **C** Percentage of GFP^+^ cells in PB and BM of *VC Phf6,RE9a* and *WT Phf6,RE9a* AML mice. **D** Wright-Giemsa staining of PB cells and BM cells. **E** Percentage of GFP^+^ cells in spleen and liver of *VC Phf6,RE9a* and *WT Phf6,RE9a* AML mice. **F** HE staining of spleen, liver, lung, and brain of *VC Phf6,RE9a* and *WT Phf6,RE9a* AML mice. The red triangle indicated the leukemia cell infiltration area. **G** The percentage of GFP^+^c-Kit^+^ and Mac-1^+^ cells in BM of *VC Phf6,RE9a* and *WT Phf6,RE9a* AML mice. **H** The percentage of apoptotic AML cells in BM of *VC Phf6,RE9a* and *WT Phf6,RE9a* mice. **I** Kaplan-Meier survival curves of *VC Phf6,MA9* and *WT Phf6,MA9* AML mice in passage 1 and 2 (log-rank test *p* < 0.005, *n* ≥ 5 per group). **J** The body weight of *VC Phf6,MA9* and *WT Phf6,MA9* AML mice. **K** The percentage of GFP^+^ cells in PB and Wright-Giemsa staining of PB cells. **L** The percentage of GFP^+^ cells in bone marrow and Wright-Giemsa staining of BM cells. **M**, **N** The weight and the percentage of GFP^+^ cells of spleen in *VC Phf6,MA9* and *WT Phf6,MA9* AML mice. **O** The percentage of apoptotic AML cells in BM and spleen of *VC Phf6,MA9* and *WT Phf6,MA9* mice. Data are represented as mean ± SD.

We further observed the role of Phf6 in MA9-induced AML progression. Consistent with RE9a-induced AML mouse model, the survival time of *Vav1-Cre;Phf6*^*fl/y*^*,MA9* (*VC Phf6,MA9*) mice was longer than that of *Phf6*^*fl/y*^*,MA9* (*WT Phf6,MA9*) mice (Fig. 2I). The median survival of *WT Phf6,MA9* was 21 days and 28 days for *VC Phf6,MA9* in passage 2. The body weight of *VC Phf6,MA9* were higher than the control mice (Fig. 2J). The percentage of GFP^+^ leukemia cells in PB was equal in *WT Phf6,MA9* and *VC Phf6,MA9* AML mice (Fig. 2K). The percentage of GFP^+^ leukemia cells was significantly decreased in BM of *VC Phf6,MA9* when compared with that of *WT Phf6,MA9* mice (Fig. 2L and Supplementary Fig. 3E). In addition, the weight and GFP^+^ leukemia cells of spleen were reduced in *VC Phf6,MA9* mice than that of *WT Phf6,MA9* mice (Fig. 2M, N). Furthermore, *Phf6* deletion led to more GFP^+^ leukemia cells apoptosis in the spleen but not in BM of *VC Phf6,MA9* (Fig. 2O). Taken together, these results further demonstrated that *Phf6* was essential for MA9-induced AMLs, indicating a potential general activating role of Phf6 in AMLs.

### Loss of *Phf6* decreased LSC counts and impaired LSC self-renewal

The L-GMP cells (Lin^-^c-Kit^+^sca-1^-^CD16/32^+^) were defined as LSCs in AML mouse model. To determine the consequence of *Phf6* loss on maintenance of RE9a- and MA9-transformed LSCs in vivo, we characterized the L-GMPs in two AML mouse models when the AML mice became moribund. We found the number or the percentage of LSCs were decreased in BM, spleen and liver of *VC Phf6,RE9a* mice as compared with that of *WT Phf6,RE9a* mice (Fig. 3A, B and Supplementary Fig. 4A, B). We then performed serial replanting assays to examine the effect of loss of *Phf6* in self-renewal capacity of LSCs in vitro, and found that *VC Phf6,RE9a* fetal liver cells gave rise to 60% fewer colonies than *WT Phf6,RE9a* fetal liver cells at the third and fourth round of replanting assays (Fig. 3C, D and Supplementary Fig. 4C). Consistent with RE9a-induced AML mouse model, the percentage of L-GMPs in BM and spleen of *VC Phf6,MA9* were lower than that of *WT Phf6,MA9* (Supplementary Fig. 4D, E). In the serial replanting assays, the colony number of *VC Phf6,MA9* BM cells was also decreased when compared with that of the control cells (Supplementary Fig. 4F).

**Fig. 3:**
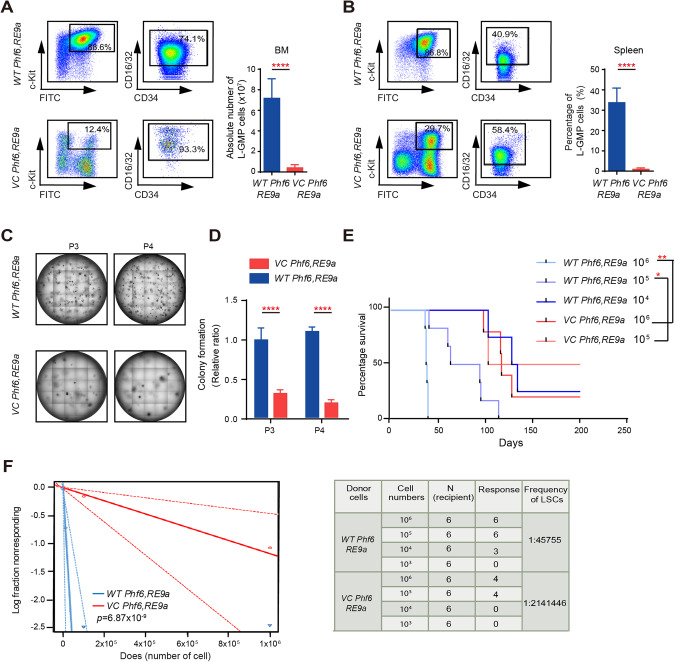
Deletion of *Phf6* decreased LSC number and impaired LSC self-renewal. **A** The absolute number of L-GMPs (GFP^+^CD34^+^CD16/32^+^) in BM of *VC Phf6,RE9a* and *WT Phf6,RE9a* AML mice. **B**. The percentage of L-GMPs in spleen of *VC Phf6,RE9a* and *WT Phf6,RE9a* AML mice. **C** Deletion of *Phf6* decreased the self-renewal capacity of RE9a-expressing fetal liver cells in serial replanting assays. **D** The number of colonies generated from 3000 RE9a-expressing cells in third and fourth plating. **E** Kaplan–Meier survival curves of *VC Phf6,RE9a* and *WT Phf6,RE9a* mice in different dilutions of leukemia cells assay (log-rank test *p* < *0.05*, *n* = 6 per group). **F** Loss of *Phf6* significantly decreases the frequency of leukemia stem cells in the limiting dilution assay. The log-fraction plot (left panel) showed the results of the limiting dilution assay by using different dilutions of leukemia cells from *VC Phf6,RE9a* and *WT Phf6,RE9a* in vivo (right panel). Data are represented as mean ± SD.

To quantify the functional LSCs in vivo, we performed extreme limiting dilution transplantation assays with AML cells from *VC Phf6,RE9a* or *WT Phf6,RE9a* mice. The recipient mice were monitored for survival for 4 months post-transplantation. The recipient mice received *WT Phf6,RE9a* AML cells developed AML with a shorter latency as compared with the mice received *VC Phf6,RE9a* cells (Fig. 3E). As determined by ELDA software, the frequency of LSCs was reduced by 47-fold in recipient mice transplanted with *VC Phf6,RE9a* AML cells as compared with the control mice (Fig. 3F). In summary, these data indicated that loss of *Phf6* effectively delayed the AML progression by impairing the self-renewal capacity of LSCs.

### Lack of *Phf6* promoted AML cells apoptosis by inhibiting NF-κB signaling pathway

To explore the underlying molecular mechanisms of *Phf6* loss in delaying AML progression, we analyzed the transcriptional profiles of *VC Phf6,RE9a* and *WT Phf6,RE9a* AML cells via RNA-sequencing. It revealed a distinct gene expression signature in *VC Phf6,RE9a* cells (870 genes upregulated and 961 genes downregulated; *p* < 0.05, Supplementary Fig. 5A). 

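RNA from mouse AML cells driven by RUNX1-ETO9a was sequenced in 3 libraries of *WT Phf6,RE9a* cells (replicates 1, 2 and 3) and 3 libraries of *VC Phf6,RE9a* cells (replicates 11, 12 and 13), which carry Vav1-Cre with the floxed *Phf6* allele. The authors deposited whole-number read counts per Ensembl gene without normalization. The total count per library was 16817994, 15675358 and 16691325 in *WT Phf6,RE9a* cells and 16315278, 16095424 and 16039999 in *VC Phf6,RE9a* cells. Genes with too few counts were removed by edgeR's filterByExpr, which left 14169 of 54532 genes. Counts were scaled by TMM and compared with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over these genes. Standard errors are the log2 fold change divided by the square root of the F statistic. Levels are given in CPM. Where no library of a group had over 3 counts of a gene, only a lower bound of its fold change is given.
*Phf6* lies on chromosome X of GRCm38 from 52912266 to 52956943. Its counts were 1044, 827 and 1142 in *WT Phf6,RE9a* cells and 388, 314 and 331 in *VC Phf6,RE9a* cells. The level went from 64.3 ± 7.16 to 20.3 ± 2.37 CPM (SD, n = 3), a log2 fold change of -1.66 (standard error 0.13, adjusted p = 9.32e-05 from edgeR's quasi-likelihood test). Each *VC Phf6,RE9a* library lay under every *WT Phf6,RE9a* library. The counts do not show which exons the remaining reads come from. Among the alternatives, limma on log2(FPKM + 1) moved the log2 fold change most, to -1.39. Pearson's r of log2 CPM between libraries, taken across genes, lay between 0.976 and 0.988 within the groups and between 0.872 and 0.909 across them, although genes are not independent replicates. Component 1 of a principal component analysis held 81% of the variance.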

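At an adjusted p under 0.05, edgeR's quasi-likelihood test called 3047 genes higher and 3213 genes lower in *VC Phf6,RE9a* cells among the 14169 tested. At an unadjusted p under 0.05 the counts were 3652 and 3734. With a change of at least 2-fold as well as an adjusted p under 0.05, 1410 genes were higher and 1625 lower. A minimum of 4-fold, which was chosen after the values were seen, moved the counts most, to 671 and 741. The groups of 3 libraries did not overlap for 8123 genes, 57.3% of those tested, where chance gives 10%. An exact 2-sided permutation test of 3 against 3 libraries cannot give a p under 0.1 for a single gene.
The largest fitted changes were taken among genes with a mean log2 CPM of at least 1, an adjusted p under 0.05 and groups that did not overlap. The 5 largest increases were in genes with at most 1 count in any *WT Phf6,RE9a* library. *Il22ra1* (chromosome 4, 135728172 to 135752140) had 1127, 1043 and 1152 counts in *VC Phf6,RE9a* cells and 0 in each *WT Phf6,RE9a* library, and was at least 321-fold higher. *Shroom3* was at least 232-fold higher and *Gprin3* at least 169-fold higher. *Trap1a* was at least 102-fold higher with 727, 35 and 294 counts, and *Sult5a1* at least 36.5-fold higher. The 5 largest decreases were in genes with 0 counts in all 3 *VC Phf6,RE9a* libraries. The lincRNA *Gm6093* (chromosome 13, 33562486 to 33569317) had 1098, 5492 and 783 counts in *WT Phf6,RE9a* cells and was at least 919-fold lower. *Hs6st2* was at least 198-fold lower, *Cdh2* at least 121-fold, *Calca* at least 105-fold and *Mrgprb1* at least 95.9-fold. Single libraries carry several of these bounds. Without *WT Phf6,RE9a* replicate 2 they were 333-fold for *Gm6093*, 54.1-fold for *Calca* and 42.5-fold for *Mrgprb1*. Without *WT Phf6,RE9a* replicate 1 the bound was 129.9-fold for *Hs6st2*, and without *VC Phf6,RE9a* replicate 11 it was 47.9-fold for *Trap1a*. *Mrgprb1* belongs to a multigene family between whose members the counting could have split reads.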

Differentially expressed genes were significantly enriched for apoptosis, NF-κB, TNFα and JAK-STAT signaling pathway (Fig. 4A). 

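The genes drawn in Fig. 4A were read from the figure and looked up in the counts. All 24 genes of its NF-κB group were lower in *VC Phf6,RE9a* cells at edgeR's adjusted p under 0.05 over all genes tested, with a median log2 fold change of -0.99. In the TNFα group 20 of 21 genes were lower (median -1.37) and in the JAK-STAT group 30 of 31 (median -0.76). All 19 tested genes of its group of negative regulators of apoptosis were lower (median -0.62). That group includes *Bax* and *Bid*, named after their values were seen, although the products of both promote apoptosis. The numbers adjusted over the list alone were 24, 21, 31 and 19. Since the paper chose these genes on the same libraries, they are not independent evidence. *Irf1* had a log2 fold change of -0.59 (standard error 0.21, adjusted p = 0.0552) and *Osm* of -0.71 (standard error 0.28, adjusted p = 0.0754), and both passed edgeR's threshold without the count filter. *Csf2* was not tested, with 7, 6 and 4 counts in *WT Phf6,RE9a* cells and at most 1 in any *VC Phf6,RE9a* library. When single libraries were left out, the JAK-STAT number fell to 24 at the lowest, without *VC Phf6,RE9a* replicate 11. That of the group of negative regulators of apoptosis fell to 13, without *VC Phf6,RE9a* replicate 12.
Reactome pathways were compared with camera on log2 CPM at a preset inter-gene correlation of 0.01, 2-sided and adjusted over 8 pathways, of which 0 passed 0.05 and 2 had an unadjusted p under 0.05. The Apoptosis pathway had 25 genes higher and 33 lower among 128 tested (median log2 fold change 0.081, adjusted p = 0.956). The Intrinsic Pathway for Apoptosis had 4 genes higher and 10 lower among 31 tested (median log2 fold change -0.17, adjusted p = 0.493). TNF signaling had 1 gene higher and 3 lower among 9 tested (median log2 fold change -0.021, adjusted p = 0.551) and TRAF6 mediated NF-kB activation 4 genes higher and 5 lower among 16 tested (median log2 fold change -0.12, adjusted p = 0.954). With fry in place of camera, the Intrinsic Pathway for Apoptosis and TNF signaling passed the threshold, both lower in *VC Phf6,RE9a* cells (adjusted p = 0.00710 for each). Fry asks whether a set changed at all, and camera whether it changed more than the other genes. Since 44.2% of all tested genes passed edgeR's threshold, a pass under fry does not show that a set stands out.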

23 apoptosis-related genes were upregulated, and 30 NF-κB-related genes were downregulated in *Phf6* KO leukemia cells (Fig. 4B). 

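All 30 NF-κB-related genes of Fig. 4B were lower in *VC Phf6,RE9a* cells at edgeR's adjusted p under 0.05 over all genes tested, and likewise when adjusted over the list alone. Their median log2 fold change was -1.09, the smallest change was -0.28 and 12 genes changed by over 4-fold. All 23 apoptosis-related genes were higher by both adjustments, with a median log2 fold change of 0.91 and 4.48 at the highest, and 5 of them changed by over 4-fold. The number of apoptosis-related genes past 4-fold fell to 3 without *WT Phf6,RE9a* replicate 2 and to 1 with limma on log2(FPKM + 1), and that of NF-κB-related genes to 8 with limma. In all 30 and all 23 genes the groups of 3 libraries did not overlap. The selection of both lists on these libraries by the paper means that the numbers are not independent evidence. When single libraries were left out, the number of NF-κB-related genes past the threshold fell to 26 at the lowest, and that of apoptosis-related genes to 14 without *VC Phf6,RE9a* replicate 11.
Among the NF-κB-related genes, *Lta* (chromosome 17, 35203165 to 35205351) had 38, 31 and 40 counts in *WT Phf6,RE9a* cells and at most 1 in any *VC Phf6,RE9a* library, at least 13.1-fold lower. *Plau* (chromosome 14, 20836660 to 20843385) fell from 64.6 ± 22.5 to 2.32 ± 1.77 CPM (SD, n = 3), a log2 fold change of -4.79 (standard error 0.50, adjusted p = 0.000313 from edgeR). Among the apoptosis-related genes, *Ctsf* (chromosome 19, 4855129 to 4860912) rose from 4.54 ± 0.838 to 102 ± 19.9 CPM (SD, n = 3), a log2 fold change of 4.48 (standard error 0.20, adjusted p = 1.92e-05). *Gadd45a* rose by 3.22 on the log2 scale (standard error 0.72, adjusted p = 0.00870) from a level of 0.748 CPM. *Dab2ip* rose by 2.42 (standard error 0.28, adjusted p = 0.000482). With single libraries left out, the log2 fold change ran from 2.82 to 4.13 for *Gadd45a* and from -5.56 to -4.38 for *Plau*. With limma on log2(FPKM + 1) it was 1.69 for *Gadd45a* and -3.85 for *Plau*.

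**Figure D1:**
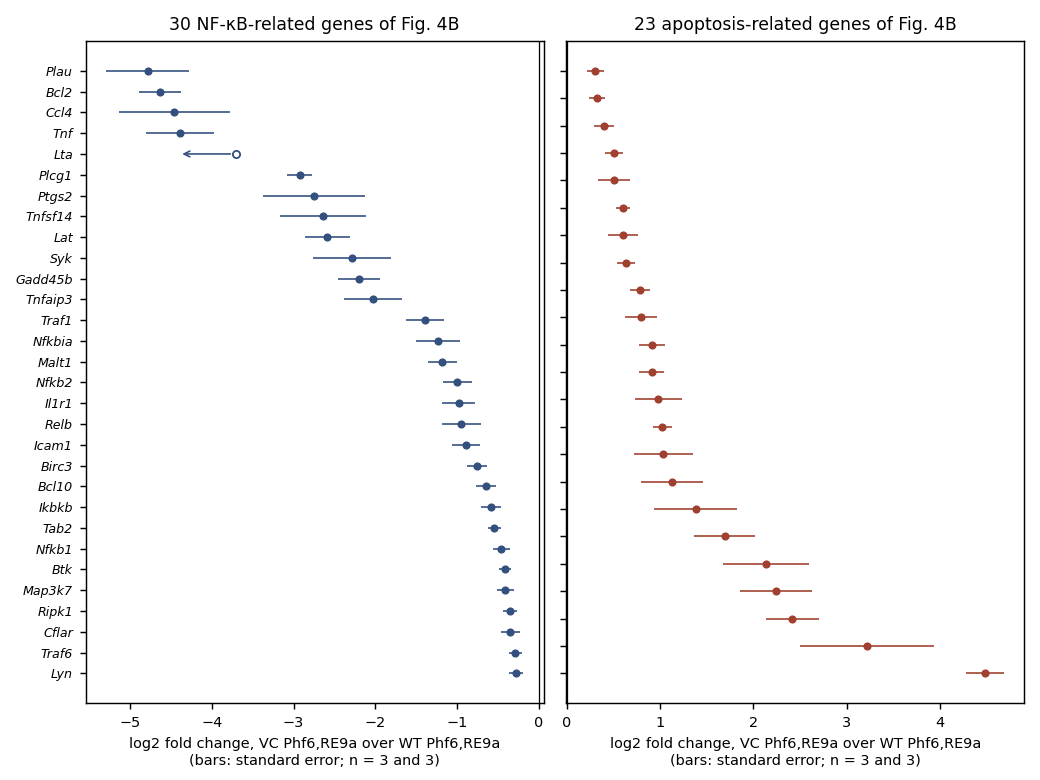
Log2 fold change of each gene of Fig. 4B in *VC Phf6,RE9a* over *WT Phf6,RE9a* cells from edgeR (horizontal axis), with NF-κB-related genes on the left and apoptosis-related genes, without their names, on the right. Bars are standard errors from 3 libraries per group, and the open point with an arrow is the bound of *Lta*. The 30 points on the left lie at -0.28 or lower and the 23 on the right lie above 0.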

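Reactome sets near to cytokine and RAF signaling were likewise compared with camera, since the KEGG and GO sets were not at hand. Signaling by Interleukins had 16 genes higher and 40 lower among 97 tested (median log2 fold change -0.21, adjusted p = 0.0970). Interleukin-3, 5 and GM-CSF signaling had 4 genes higher and 18 lower among 40 tested (median log2 fold change -0.23, adjusted p = 0.0970), and the RAF MAP kinase cascade 2 genes higher and 3 lower among 10 tested (median log2 fold change -0.13, adjusted p = 0.551). Neither interleukin set passed the threshold with camera, and both passed it, lower in *VC Phf6,RE9a* cells, without *WT Phf6,RE9a* replicate 3 (adjusted p = 0.0402 for each) and under fry (adjusted p = 0.00710 for each). The RAF MAP kinase cascade also passed under fry (adjusted p = 0.0340). With the inter-gene correlation estimated from the data, the adjusted p was 0.709 for all 3 sets.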

GO and KEGG analysis showed that leukemogenesis-related pathways were downregulated, such as ERK, JAK-STAT, NF-κB, and RAS signaling pathway et al. (Fig. 4C and Supplementary Fig. 5B). 

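A list of 40 genes of granulocyte and monocyte maturation was compared in *VC Phf6,RE9a* and *WT Phf6,RE9a* cells. At edgeR's adjusted p under 0.05, 32 genes were higher in *VC Phf6,RE9a* cells and 3 lower, both over all genes tested and adjusted over the list alone. Of the 40 genes, 35 had a mean over 1 CPM in *WT Phf6,RE9a* cells. The median log2 fold change was 2.42 (adjusted p = 2.46e-06 from camera over 11 lists). The list also passed the threshold under fry (adjusted p = 0.0369), and not with an estimated inter-gene correlation (adjusted p = 0.442). *S100a8* (chromosome 3, 90668978 to 90670035) had 581, 484 and 1487 counts in *WT Phf6,RE9a* cells and 13434, 8291 and 3415 in *VC Phf6,RE9a* cells, a log2 fold change of 3.20 (standard error 0.57, adjusted p = 0.00330 from edgeR). *Camp* rose by 3.39 on the log2 scale (standard error 0.50, adjusted p = 0.00145). *Fcgr2b* went from 104 ± 1.71 to 233 ± 11.0 CPM (SD, n = 3), a log2 fold change of 1.16 (standard error 0.077, adjusted p = 5.42e-05). *Ccr2* was lower, with a log2 fold change of -0.45 (standard error 0.16, adjusted p = 0.0482 from edgeR), and it lost the threshold in 5 of the 6 fits that each left out one library. A larger share of mature myeloid cells in the *VC Phf6,RE9a* libraries cannot be told apart from maturation of the leukemia cells.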

Myeloid cells development and homeostasis-related pathways were upregulated in *VC Phf6,RE9a* cells (Supplementary Fig. 5C, D). GSEA showed upregulation of apoptosis and myeloid cells development-related genes, and downregulation of TNFα-NF-κB and chemokine-regulated genes in *VC Phf6,RE9a* cells (Fig. 4D). 

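The sets of the paper's GSEA were not at hand, and a list of NF-κB targets and one of chemokines with their receptors stood in for them. Of 52 NF-κB targets, 42 had enough counts. Of these, 27 were lower in *VC Phf6,RE9a* cells and 4 higher at edgeR's adjusted p under 0.05, and 30 and 4 when adjusted over the list alone. The median log2 fold change was -1.06 (adjusted p = 1.68e-05 from camera, 0.00809 from fry and 0.358 with an estimated inter-gene correlation). The genes drawn in Fig. 4A and 4B include 20 of the 42. *Il6* fell by 5.13 on the log2 scale (standard error 0.37, adjusted p = 7.22e-05 from edgeR) and *Zfp36* fell by 1.84 (standard error 0.25, adjusted p = 0.000944). *Tnfaip2* was higher, with a log2 fold change of 1.11 (standard error 0.096, adjusted p = 0.000140).
Of 66 chemokines and receptors, 25 were tested. They went both ways, with 9 lower and 6 higher, also when adjusted over the list alone, and a median log2 fold change of -0.032 (adjusted p = 0.267 from camera and 0.135 from fry). The median changed sign without *WT Phf6,RE9a* replicate 1 (0.032) and without *VC Phf6,RE9a* replicate 13 (0.12), and was -0.52 without *VC Phf6,RE9a* replicate 11. With a filter of at least 10 counts in every library, the direction of the set test turned to higher (adjusted p = 0.404). *Cx3cr1* (chromosome 9, 119901616 to 120069879) fell from 81.1 ± 18.1 to 1.47 ± 0.861 CPM (SD, n = 3), a log2 fold change of -5.78 (standard error 0.39, adjusted p = 5.87e-05 from edgeR). *Ccl17* fell by 2.72 on the log2 scale (standard error 0.34, adjusted p = 0.000641), and *Ccl1* was at least 10.1-fold lower. The Reactome set Chemokine receptors bind chemokines had 5 genes higher and 7 lower among 22 tested (median log2 fold change -0.053, adjusted p = 0.551), and its direction turned to higher with that filter and with no filter.

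**Figure D2:**
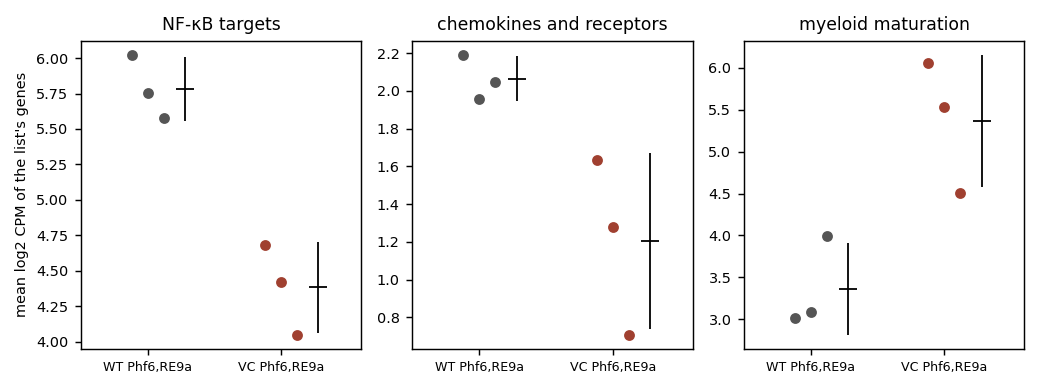
Mean log2 CPM over the tested genes of each list (vertical axis, not starting at 0) in 3 libraries each of *WT Phf6,RE9a* and *VC Phf6,RE9a* cells, in order of replicate number, with the mean and SD in black. The *VC Phf6,RE9a* libraries lie under the *WT Phf6,RE9a* libraries for NF-κB targets (4.68 at the highest against 5.58 at the lowest) and for chemokines and receptors (1.63 against 1.96), and above them for myeloid maturation (4.50 at the lowest against 3.99 at the highest). The chemokine list went both ways, with a median log2 fold change of -0.032. Its mean is lower because the falls reach -7.88 and the rises only 3.21.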

We further validated apoptosis-related genes found that anti-apoptosis gene Bcl2 and CIap2 were downregulated, while genes promoting apoptosis Bad and Casp7 were upregulated in *VC Phf6,RE9a* cells (Fig. 4E). Notably, *Phf6* loss inhibited the NF-κB signaling pathway, as validated by the decreased mRNA expression of Tnf, Ikkβ and p50 in *VC Phf6,RE9a* AML cells when compared with *WT Phf6,RE9a* AML cells (Fig. 4F). Moreover, we also confirmed that PHF6 KD by shRNA1 reduced the mRNA expression of NF-κB related genes in Kasumi-1 and K562 cells (Fig. 4G, H). Thus, it suggested that Phf6 depletion might promote AML cell apoptosis by blocking the NF-κB signaling pathway.

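In the RNA-sequencing libraries, *Bcl2* (chromosome 1, 106538178 to 106714274) fell from 37.2 ± 9.79 to 1.49 ± 0.215 CPM (SD, n = 3), a log2 fold change of -4.63 (standard error 0.25, adjusted p = 2.84e-05 from edgeR's quasi-likelihood test). *Birc3*, which encodes cIAP2, had a log2 fold change of -0.76 (standard error 0.12, adjusted p = 0.00231). *Tnf* (chromosome 17, 35199381 to 35202007) fell from 44.1 ± 17.0 to 2.10 ± 0.979 CPM (SD, n = 3), a log2 fold change of -4.39 (standard error 0.42, adjusted p = 0.000198). *Ikbkb* fell by 0.58 on the log2 scale (standard error 0.13, adjusted p = 0.00742) and *Nfkb1* fell by 0.46 (standard error 0.10, adjusted p = 0.00914). For these 5 genes each *VC Phf6,RE9a* library lay under every *WT Phf6,RE9a* library. *Bad* did not pass the threshold (log2 fold change 0.29, standard error 0.14, adjusted p = 0.133). From the lower expression of NF-κB-related and anti-apoptotic genes and the higher expression of apoptosis-related genes, together with its RT-PCR and knockdown results, the paper proposes that loss of *Phf6* acts on apoptosis of AML cells through a block of NF-κB signaling.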

**Fig. 4:**
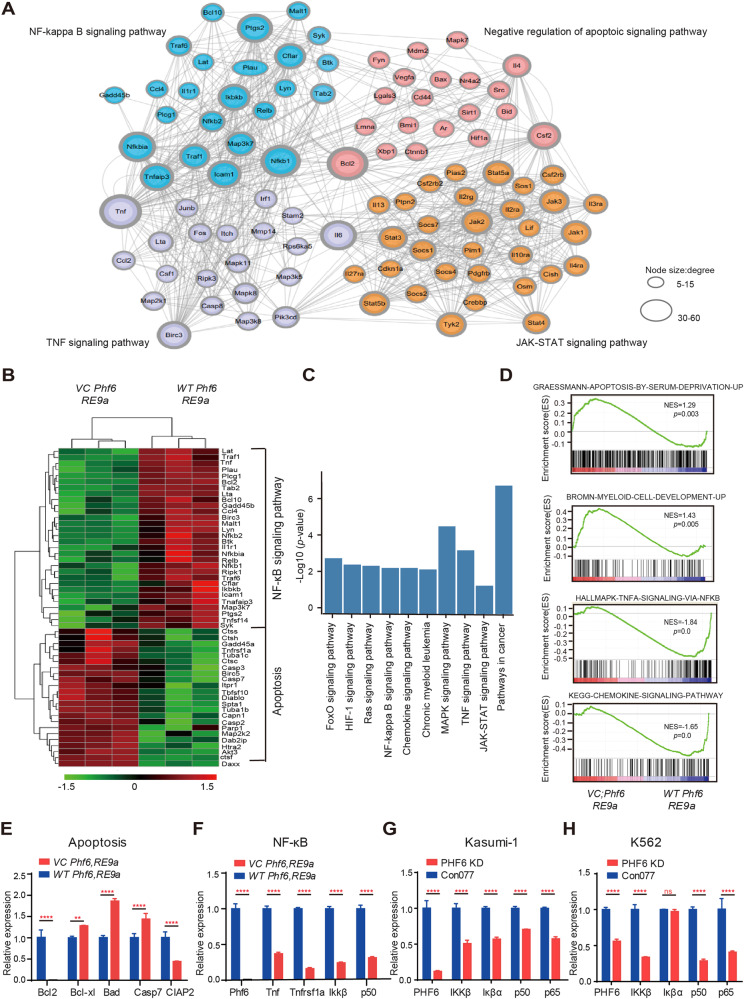
*Phf6* loss changed the transcriptional profile of apoptosis-related and NF-κB-related signaling pathways in AML cells. **A** Gene interaction analysis showing the significantly altered expression pattern in genes that took part in the NF-κB signaling pathway, TNFα signaling pathway, JAK-STAT signaling pathway and apoptotic signaling pathway in *VC Phf6,RE9a* AML cells when compared with *WT Phf6,RE9a* AML cells. **B** The heatmap of apoptosis-related and NF-κB related genes. **C** KEGG analysis of downregulated signaling pathway in *VC Phf6,RE9a* AML cells when compared with *WT Phf6,RE9a* AML cells. **D** Gene set enrichment analysis (GSEA) of *VC Phf6,RE9a* AML cells versus *WT Phf6,RE9a* AML cells. **E**, **F** Validation of the expression of apoptosis-related and NF-κB-related genes in *VC Phf6,RE9a* and *WT Phf6,RE9a* AML cells. **G**, **H** The expression of NF-κB related genes in PHF6 KD Kasumi-1 and PHF6 KD K562 cells. Data are represented as mean ± SD.

### Depletion of *PHF6* inhibited NF-κB activity by disrupting the PHF6-p50 transcriptional complex and blocking p50 nuclear translocation

To investigate the mechanisms by which PHF6 regulated NF-κB activity, we assessed the expression of NF-κB related factors in PHF6 KD by shRNA1 myeloid leukemia cells and control cells by Western blotting analysis. We found that the expression of p-IKKβ/IKKβ, p50 and p-p65/p65 were not altered in PHF6 KD Kasumi-1 and K562 cells when compared with their respective controls in the presence or absence of TNFα (Supplementary Fig. 5E, F). The expression of p-IκBα/IκBα were slightly higher in PHF6 KD Kasumi-1 cells than the control cells, while it was similar in PHF6 KD K562 cells and control cells (Supplementary Fig. 5E, F). Since the nuclear translocation of p50 and p65 directly regulates NF-κB downstream target genes, we further assessed the nuclear translocation of p50 and p65 in PHF6 KD myeloid leukemia cells in response to TNFα treatment by immunofluorescence. We found that p50 translocated into the nucleus of Kasumi-1 and K562 control cells successfully, while it retained in the cytoplasm of PHF6 KD Kasumi-1 and K562 cells after treatment of TNFα (Fig. 5A and Supplementary Fig. 6A, B). We did not observe any difference in the nuclear translocation of p65 in PHF6 KD myeloid leukemia cells and control cells after TNFα treatment (Supplementary Fig. 6C). Notably, the overall amount of p50 was similar in PHF6 KD myeloid leukemia cells and control cells in the presence or absence of TNFα, while the nuclear p50 and p65 significantly decreased after TNFα treatment in PHF6 KD Kasumi-1 and K562 cells when compared with the control cells respectively (Fig. 5B). Furthermore, we found that PHF6 OE led to more p50 translocated from the cytoplasm to the nucleus under the stimulation of TNFα. In this process, PHF6 accompanied p50 into the nucleus and eventually co-localized in the nucleus of PHF6 OE Kasumi-1 and K562 cells (Fig. 5C and Supplementary Fig. 7A, B). Western blot assay also showed that PHF6 OE induced more p50 translocated into the nucleus in Kasumi-1 cells and more p65 translocated into the nucleus in K562 cells (Fig. 5D). These data indicated that PHF6 regulated the NF-κB activity via the nuclear translocation of p50.

**Fig. 5:**
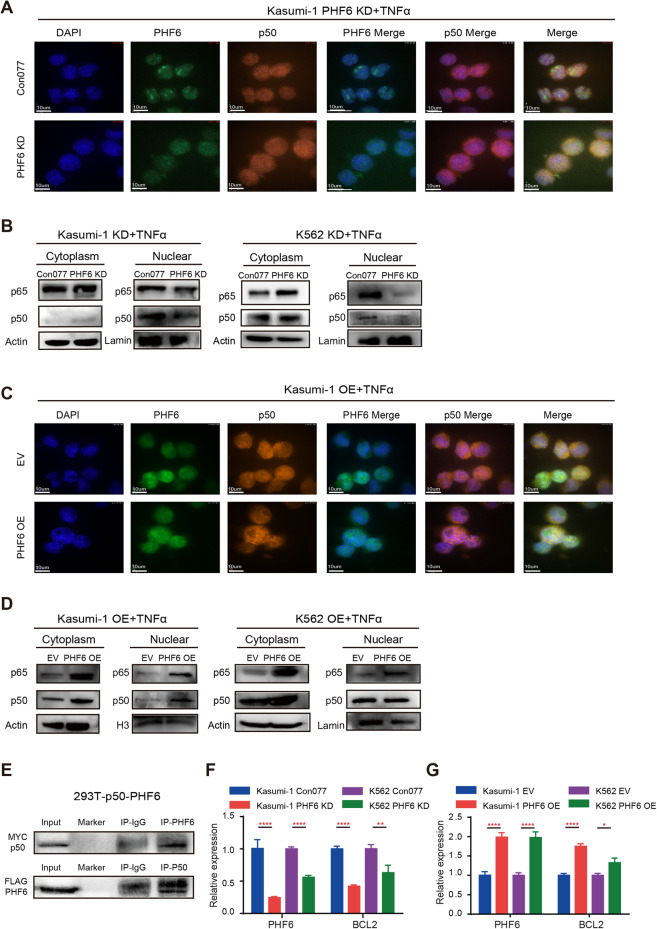
*Phf6* deletion inhibited NF-κB activity by decreasing p50 nuclear translocation. **A** Nuclear translocation of p50 (Orange) in PHF6 KD Kasumi-1 cells after TNFα stimulation by immunocytochemistry assay. Nuclei were identified using DAPI (Blue). Scale bars, 10 μm for Kasumi-1 cells. Data were representative of three independent experiments. **B** The protein expression of p50 and p65 in the nucleus and cytoplasm of PHF6 KD Kasumi-1 and PHF6 KD K562 cells in presence of TNFα. The cells were stimulated by 100 ng/ml TNFα for 2 h. **C** The co-location of PHF6 (Green) and p50 (Orange) in PHF6 OE Kasumi-1 cells after TNFα stimulation by immunocytochemistry assay. Nuclei were identified using DAPI (Blue). Scale bars, 10 μm for Kasumi-1 cells. **D** The protein expression of p50 and p65 in the nucleus and cytoplasm fractions of PHF6 OE Kasumi-1 and PHF6 OE K562 cells in presence of TNFα. **E** PHF6-FLAG and p50-MYC were overexpressed in 293 T cells (293T-p50-PHF6 cells). Upper panel, Co-IP was performed with FLAG antibody. The p50 was determined by MYC antibody in 293T-p50-PHF6 cells. Lower panel, Co-IP was performed with MYC antibody. The PHF6 was determined by FLAG antibody in 293T-p50-PHF6 cells. **F** The mRNA expression of PHF6 and BCL2 in PHF6 KD Kasumi-1 and PHF6 KD K562 cells. **G** The mRNA expression of PHF6 and BCL2 in PHF6 OE Kasumi-1 and PHF6 OE K562 cells. Data are represented as mean ± SD.

To further investigate whether PHF6 directly bound with p50 and regulated the function of p50, we constructed 293T-p50-PHF6 cells, in which PHF6-FLAG (carry 3xFlag-HA tag) and p50-MYC (carry 6xHis-MYC tag) were overexpressed (Supplementary Fig. 7C). Co-immunoprecipitation experiments confirmed a physical interaction of PHF6 and p50 reciprocally (Fig. 5E). It has been reported that p50 directly bound to *BCL2* gene and promoted the mRNA transcription of BCL-2 [31]. We thus measured the mRNA expression of BCL2 in PHF6 KD cells, PHF6 OE cells and control cells. We found that BCL2 was decreased in PHF6 KD Kasumi-1 and PHF6 KD K562 cells when compared with that of control cells (Fig. 5F). Consistently, BCL2 was increased in PHF6 OE Kasumi-1 and PHF6 OE K562 cells when compared with that of control cells (Fig. 5G). These data demonstrated that PHF6 deficiency blocked NF-κB signaling pathway by disrupting the PHF6-p50 transcriptional complex and partially inhibiting the p50 nuclear translocation.

### Inhibition of NF-κB could suppress PHF6 OE-induced AML progression

To determine whether inhibition of NF-κB could delay the over-proliferation of PHF6 OE AML cells, we treated PHF6 OE myeloid leukemia cells with BAY11-7082 (a selective NF-κB inhibitor). We found that BAY11-7082 effectively reduced the mRNA expression of BCL2 and BCL-XL in PHF6 OE Kasumi-1 and K562 cells when compared with cells treated with DMSO (Fig. 6A), indicating that BAY11-7082 inhibited the activity of NF-κB signaling pathway. The percentage of apoptotic PHF6 OE Kasumi-1 and K562 cells were much higher than the cells treated with DMSO (Fig. 6B, C). Furthermore, we found that BAY11-7082 significantly inhibited the growth of PHF6 OE Kasumi-1 and K562 cells in vitro (Fig. 6D).

**Fig. 6:**
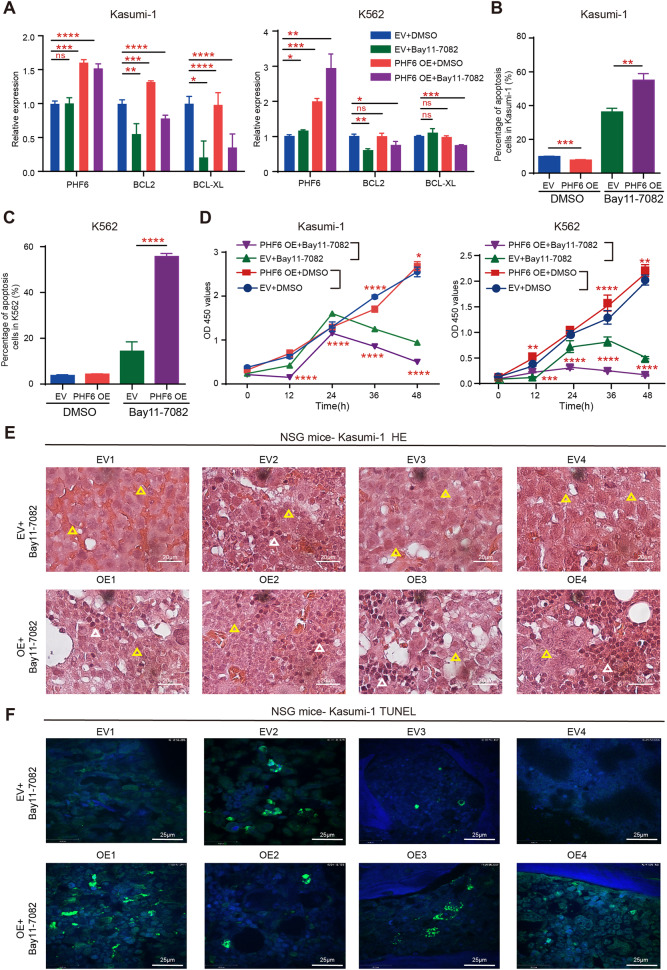
NF-κB inhibitor Bay11-7082 could rescue the over-proliferation of PHF6 OE Kasumi-1 cells in vitro and in vivo. **A** The mRNA expression of BCL2 and BCL-XL in PHF6 OE Kasumi-1, PHF6 OE K562 and control cells (EV) after treatment with Bay11-7082 (4 μM) or DMSO. **B**, **C** The percentage of apoptotic cells in PHF6 OE Kasumi-1, PHF6 OE K562 and control cells after treatment with Bay11-7082 or DMSO. **D** The proliferation of PHF6 OE Kasumi-1, PHF6 OE K562 and control cells after treatment with Bay11-7082 or DMSO. **E**, **F** Histological staining for hematoxylin and eosin (HE) (Yellow triangles represents Kasumi-1 cells, White triangles represents bone marrow cells, magnification, 100×) and TUNEL staining (green represents TUNEL, blue represents DAPI, magnification, 60×) in BM from NSG mice transplanted with PHF6 OE Kasumi-1 or control cells (EV), and treated with Bay11-7082. Data are represented as mean ± SD.

Next, we assessed the anti-leukemia efficacy of the NF-κB inhibitor on PHF6 OE AML cells in vivo. We transplanted PHF6 OE Kasumi-1 or control cells into 200cGY irradiated NSG mice and treated these mice with BAY11-7082 after a month. Tumor burden was quantified using Hematoxylin and Eosin (HE) staining of BM. Upon treatment with BAY11-7082 of three times in 10 days, the mice engrafted with PHF6 OE Kasumi-1 cells showed slight infiltration of human AML cells (Yellow arrows) in BM than that of mice engrafted with control cells (Fig. 6E and Supplementary Fig. 7D), indicating that BAY11-7082 could partially rescue the over-proliferation of PHF6 OE Kasumi-1 cells in vivo. In addition, we found that apoptotic cells were increased in BM of mice engrafted with PHF6 OE Kasumi-1 cells than that of mice engrafted with control cells by the TUNEL (TdT-mediated dUTP nick-end labeling) staining (Fig. 6F). These results demonstrated that therapy with NF-κB inhibitor could reduce the progression of PHF6 OE-induced AML by promoting leukemia cells apoptosis in vivo.

## Discussion

AML is a major hematopoietic malignancy characterized by the uncontrolled expansion of the immature myeloid cells [1]. Myeloid leukemia exhibited a dysregulated developmental programing initiated by both genetic and epigenetic alterations. Understanding the underlying mechanisms is prerequisite for the successful development of leukemia cells-targeted therapeutic agents. Here in this study, we showed that PHF6 played a pro-oncogenic role in myeloid leukemia development induced by RUNX1-ETO9a and MLL-AF9 in mice, while PHF6 is not essential for normal hematopoiesis, suggesting it might be an attractive drug target.

The PHF6 is a conserved epigenetic regulator which plays important roles in hematopoiesis and leukemogenesis [16, 32, 33]. Wendorff et al. showed that loss of *Phf6* led to the expansion of HSCs in mice, but observed no differences in the number of myeloid progenitors, lymphoid progenitors or B-cell precursors [23]. Although *PHF6* mutations often occurred in leukemia patients [18, 24, 27], *PHF6* deficiency alone was not sufficient to induce leukemic transformation [34]. It has been reported that Phf6 loss could significantly accelerate T-ALL development driven by co-mutation with JAK3^M511I^ or with aberrant expression of TLX3, suggesting PHF6 as a tumor suppressor in T-ALL [21, 23]. Interestingly, PHF6 mutation rates are significantly lower in B-ALL and AML patients when compared with that of T-ALL patients [24, 35], and in contrast to its role in T-ALL, PHF6 appears to play a pro-oncogenic role in B-ALL and AML. Depletion of Phf6 significantly decreased the growth of leukemia cells in Em-Myc B-ALL mouse model and prolonged the survival of BCR-ABL induced B-ALL mouse model in vivo [35, 36]. Mousa et al. determined that PHF6 was upregulated in AML patients [28, 37]. In consistent with their findings, we found that high level of PHF6 predicted an unfavorable prognosis for AML patients, and promoted the growth of myeloid leukemia cells (Fig. 1 and Supplementary Fig. 1). These independent studies indicated that PHF6 may have lineage-specific roles in hematologic malignancies, and possibly via different signaling pathways in different malignancies.

In our study, we found that overexpression of PHF6 in Kasumi-1 cells with RUNX1-ETO mutation and K562 cells with a BCR-ABL1 mutation accelerated the growth of cells. On the other hand, deletion of Phf6 delayed the progression of AML in both RE9a and MA9 mouse models, as knock-down of PHF6 impaired the growth of Kasumi-1 and THP1 cells. It suggested that high PHF6 expression could play a general supporting role in all subtypes of myeloid leukemia. We speculated that PHF6 might contribute to leukemogenesis of AML through additional signaling pathways, not limited to RE9a- or MA9-pathways we investigated in this study. Notably, our mRNA profiling analysis demonstrated that Phf6 loss activated the apoptosis-related signaling pathways and inhibited NF-κB signaling pathways in AML cells (Fig. 4). It has been reported that NF-κB is constitutively activated in most acute myeloid leukemia that contribute to the resistance to leukemia cell apoptosis [38–40]. Consistent with this, we found that depletion of PHF6 increased the apoptosis of AML cells through inhibiting the NF-κB signaling pathway. The activation of canonical NF-κB pathway leads the degradation of IκBα by sequential phosphorylation, ubiquitination, and proteasome-mediated proteolysis to release the p50-p65 heterodimer, which translocates to the nucleus and binds to specific consensus sequences within the promoter of NF-κB target genes (e.g., BCL2 or BCL-XL) [41]. In current study, we showed that PHF6 could directly bind with p50 and promote the nuclear translocation of p50, thus increase the expression of BCL2 and inhibit the apoptosis of AML cells (Fig. 7), highlighting a new functional aspect of PHF6 in AML cells.

**Fig. 7:**
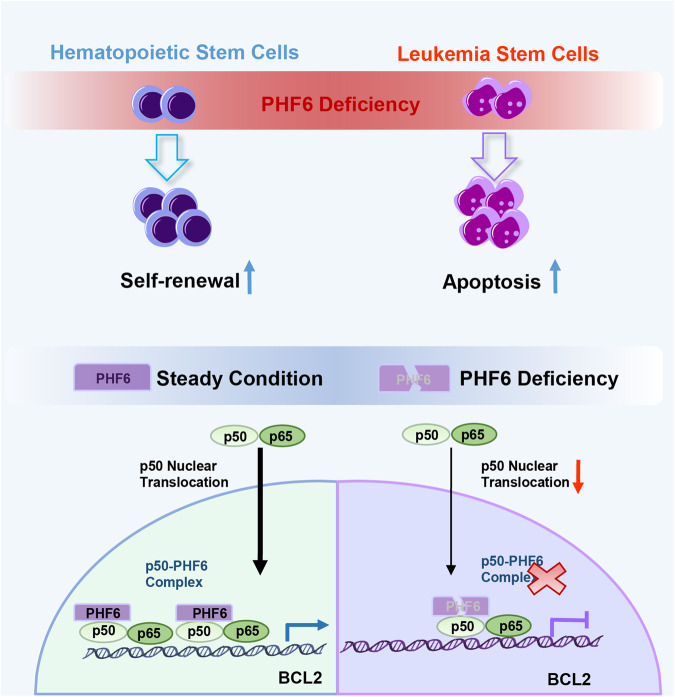
Schematic diagram of PHF6-p50 co-transcriptional complex to regulate NF-κB signaling pathways. In steady condition, PHF6 binds to p50 and forms a PHF6-p50 co-transcriptional complex to regulate p50 translocation into nucleus, and to promote transcription of BCL2. Under PHF6 deficient condition, the complex of PHF6-p50 is disrupted, p50 nuclear translocation decreased, the expression of BCL2 reduced, leukemia cells apoptosis increased and the AML progression delayed.

AML was maintained by a pool of LSCs endowed with self-renewal capacity and other stem-like properties that are important for the resistance of leukemia treatment [42]. Here, we found that deletion of Phf6 impaired the proliferation and self-renewal of LSCs in AML, thereby delaying leukemogenesis. It was reported that NF-κB signaling was more active in LSCs than in normal HSCs [40, 43]. Our studies showed that high level of PHF6 could aberrantly activate NF-κB signaling, which exerted anti-apoptotic and proliferation-promoting effects via BCL-2 and BCL-XL (Fig. 6). The proliferative advantage conferred by PHF6 and NF-κB might contribute to the clonal evolution of pre-leukemia cells that lead to leukemia transformation. In addition, PHF6 over-expressing myeloid leukemia cells were more sensitive to NF-κB inhibitor (BAY11-7082) than the other cells, indicating that NF-κB signaling pathways might be a new suppressive target for treatment of myeloid leukemia patients with PHF6 high expression.

In summary, our study identified an unexpected leukemogenic role of PHF6 in AMLs. We demonstrated that PHF6 is required for myeloid leukemia cell survival and LSC self-renewal via NF-κB signaling pathway. AML cells were exquisitely sensitive to *PHF6* genetic loss, while deficiency of PHF6 has little impact on normal hematopoiesis. Our study suggested that inhibiting PHF6 through blocking NF-κB signaling pathway would be a potential targeted therapeutic strategy for AML patients.

## Supplementary information

Supplementary materials

Supplementary figure1

Supplementary figure2

Supplementary figure3

Supplementary figure4

Supplementary figure5

Supplementary figure6

Supplementary figure7

Supplementary excel-patients

## Data Availability

The RNA-sequencing datasets generated during this study are available at the Gene Expression Omnibus database under accession number GSE205133.

# Supplementary material for: PHF6 maintains acute myeloid leukemia via regulating NF-κB signaling pathway
**Source:** Leukemia. 2023 Jul 1;37(8):1626–37. doi: 10.1038/s41375-023-01953-6
**Supplement:** Supplementary file 1 — Supplementary materials

Supplementary Data for Shuaibing Hou *et al.*: ***PHF6* maintains acute myeloid leukemia via regulating NF-κB signaling pathway** (Including Supplementary methods and 7 Supplementary Figures)

**Supplementary Methods**

**Patient samples**

Six Primary AML patients and three normal human BM samples were obtained from State Key Laboratory of Experimental Hematology (SKLEH), Institute of Hematology and Blood Disease Hospital and Tianjin Second Hospital, Tianjin Medical University. The specific patient information was in supplementary excel data sheet 1. The informed consents of patient sample usage were obtained, and Experiments were approved by the Ethic Committee of the Hospital (KT2020052-EC-1) .

**Cell lines and culture**

Kasumi-1 cells, K562 cells, THP1 cells and HEK293T cells were obtained from cell bank of SKLEH (purchased from ATCC and maintained by the cell bank). K562 and THP1 cells were grown in 1640 media (Gibco, C11875500BT, CA, USA) with 10% fetal bovine serum (Biological Industries, 04-001-1ACS, Israel or Gibco, 10091148). HEK293T were grown in DMEM (Gibco, C11965500BT, CA, USA) media with 10% FBS. The t(8;21) positive AML cell lines Kasumi-1 were grown in RPMI 1640 media with 15% FBS (Gibco, 10091148, CA, USA). All cells were grown supplemented with 1% penicillin-streptomycin at 37℃ in a humidified 5% CO_2_ incubator. All cell lines were identified by STR and had not cross-contamination. All cell lines used the following shRNAs to knock down PHF6.

shRNA1: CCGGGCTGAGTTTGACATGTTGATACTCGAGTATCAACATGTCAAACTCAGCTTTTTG.

**CD34^+^ cord blood cells purification**

Human cord blood samples were obtained from the company of Vcanbio. Briefly, white blood cells were separated from other types of blood cells by centrifugation. After the washing, CD34^+^ cells were magnetically labeled with CD34^+^ MicroBeads and then separated by MACS column. Human CD34^+^ MicroBead kit was purchased from Miltenyi Biotec Company (130-046-703, Cologne, Germany). Purified CD34^+^ cells were then cultured for 24 hours in StemSpan SFEM II (StemCell Technologies, 09655, Vancouver, Canada) with cytokine mix (FLT3 ligand 100 ng/mL; SCF 100 ng/mL; TPO 50 ng/mL; IL-3 20 ng/mL, all from Peprotech, New Jersey, USA) and 1 mM L-Glutamine.

**Proliferation and apoptosis assays**

Cell proliferation and viability were determined by cell counting and CCK-8 (Dojindo, ck-04, Kumamoto, Japan). 2000 Kasumi-1 cells, 3000 THP1 cells or 1500 K562 cells were seeded into each well of 96-well plates and cultured in 100 μl 1640 with different concentrations of FBS. Before detection, 10 μl/well cell proliferation reagent CCK-8 were added, and samples were incubated for additional 4 h at 37°C and 5% CO_2_. Cell growth curves were plotted using the normalized values of OD450, and each point represents the mean of 8 independent samples. For apoptosis, 5x10^5^ Kasumi-1 cells from early infection and starvation treatment 24h of K562 cells were washed with cold PBS and 1×Annexin V binding buffer (BD, 556454, New Jersey ,USA). Cells were vortexed and incubated for 15 min at RT in the dark with Annexin V and 7-AAD (BD). After addition of 300 μl of 1×Annexin V Binding Buffer, cells were analyzed on a BD LSRII™ (BD Biosciences, New Jersey, USA) flow cytometry analyzer.

**Colony formation and serial replanting assay**

For THP1 and Kasumi-1 cells, 2000 cells were plated on MethoCult™ H4435 Classic media (StemCell Technologies, Vancouver ,Canada) and counted in the 7 days. Human CD34^+^ cord blood cells were sorted and 1000 cells were plated on MethoCult™ H4435 media. After fourteen days, the colony number were counted. The RE9a transduced E14.5 fetal liver GFP^+^ cells from *VC Phf6,RE9a* and *WT Phf*6*,RE9a* mice were sorted and 5000 cells were plated on methylcellulose media (MethoCult™ M3231, StemCell Technologies, Vancouver ,Canada). Seven days after plating the cells, clonogenic progenitors were counted and 3000 cells were replated weekly for 4 times. For MLL-AF9 mouse model, 500 GFP^+^ cells from bone marrow of *WT Phf6,MA9* and *VC Phf6,MA9* AML mice were plated on methylcellulose media (MethoCult™ M3231) and replated weekly for 2 times. All images were taken by high-content analysis system (Operetta CLS, Perkinelmer, UK).

**Limiting dilution transplantation**

Limiting dilution experiments consisted of cohorts of mice that had received 10^6^, 10^5^, 10^4^, or 10^3^ GFP^+^ leukemia cells from *VC Phf6,RE9a* and *WT Phf6,RE9a* mice of passage 2. The mice were monitored for 4 months. We analyzed serial limited dilution leukemia stem cell data using the ELDA online resource software.

**RNA-Sequencing**

One μg RNA per sample was used for RNA sample preparations from *VC Phf6-RE9a* and *WT Phf6-RE9a* mouse cells. Transcriptome sequencing was performed on Illumina NovaSeq 6000 platform (Illumina, CA, USA) to a total target depth of 10 million 150 bp paired end reads. Differential expression analysis was performed by DESeq2 R software package.

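The authors' deposited table holds such a comparison of *VC Phf6,RE9a* over *WT Phf6,RE9a* cells for 24013 genes, with a mean normalized count per group, a log2 fold change, a p-value and an adjusted p-value. Its means for *VC Phf6,RE9a* cells equalled the deposited counts divided by DESeq2's size factors for all 24013 genes. DESeq2 rerun on the deposited counts called 3089 genes higher and 3409 lower at an adjusted p under 0.05. The 6441 genes with an adjusted p under 0.05 in the authors' deposited table were all among those genes. An adjusted p of exactly 1 is given to 4660 genes there.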

**Quantitative real-time PCR**

RNA was extracted using the RNeasy Mini Kit (Tsingke, TSP413, China) according to the manufacturer’s protocol. cDNA synthesis was performed using a cDNA reverse transcription kit (TransGen Biotech, AT341-02, Beijing, China) according to the manufacturer’s protocol. Quantitative PCR assays were performed in 96-well Micro Amp Fast Optical Reaction Plates (Applied Biosystems, 4344904, CA, USA) using SYBR Green Mix (Roche, 4913914001, Switzerland). The signal was detected using the Step-One Plus Real-Time PCR System (QuantStudio5, Thermo, MA, USA). 18s was used as an endogenous control for gene expression assays.

**Nuclear and cytosolic fractionation and Western Blotting**

Nuclear fraction or cytoplasmic fraction were prepared using a nuclear extract kit (Beyotime biotechnology, P0027, Shanghai, China) according to the manufacturer’s instructions protocol. 5×10^6^-1×10^7^ cells were replaced with starvation medium for 24 hours and stimulated 100 ng/ml TNF-α for 2 h before cell lysis. Protein samples were subjected to SDS-PAGE. Nitrocellulose blots were incubated at room temperature for 1 hour by blocking buffer (TBST with 5% BSA or milk), followed by incubation with the indicated antibodies at 4°C overnight. After three 15-min washes with TBST, the blots were incubated with horseradish peroxidase-conjugated secondary antibody (Jackson immunoresearch, 711-035-152, Pennsylvania, USA). Immunoreactive bands were visualized using enhanced chemiluminescence substrate (Bio-Rad, CA, USA). Antibodies were used as follows: anti-AML1, anti-p-IKKβ, anti-IKKβ, anti-IKβα, anti-p-p65 (RRID:AB_331284), anti-p65, anti-NF-κB1 p105/p50 ( RRID:AB_2665516), anti-H3, anti-β-actin, anti-Lamin and anti-GAPDH (all from Cell Signaling Technology, MA, USA), Rabbit antibody against PHF6 (Novus, Colorado, USA, NB100-79861, RRID:AB_2165371).

**Co-Immunoprecipitation**

1×10^7^-2×10^7^ cells were washed with ice-cold PBS and lysed in buffer with protease inhibitor for 15min (1% NP40, 10% glycerol, 135mM NaCl, 20mM 1M Tris-HCl, pH=8.0). Insolvable debris was removed by centrifugation. Following preclearing of Protein A/G (Thermo Scientific, 88803, MA, USA) and antibodies, an equal amount of cell lysate was subjected to the incubation with antibodies overnight at 4°C. After three washes by buffer, bound proteins were eluted with protein loading buffer and boiled at 100℃. Antibodies used in the Co-IP assay were as follows: anti-PHF6 antibody (Abcam, ab173304, Cambridge , UK), anti-MYC antibody (Cell Signaling Technology , MA, USA , 2276, RRID:AB_331783), anti-FLAG antibody (Sigma-Aldrich, Missouri,USA, F1804, RRID:AB_262044), anti-p50 antibody (Santa Cruz Biotechnology , Texas, USA, sc-8414, RRID:AB_628015).

**TUNEL staining assay**

TdT-mediated dUTP nick-end labeling (TUNEL) staining kit was used to perform experiments on paraffin-embedded sections (Beyotime, Shanghai , China). 50 µL of TUNEL reaction mixture was added to each slide after treatment with protease K and 0.1% Triton X-100. The samples were incubated in the dark in a humidified chamber for 1 -2h at 37°C and observed on microscope (UltraVIEW VOX, Perkinelmer, UK).

**Flow cytometry analysis**

Single-cell suspensions were prepared from peripheral blood, bone marrow, spleen or liver. A 10 μl peripheral blood (PB) sample was obtained from the tail vein and diluted with PBE (PBS with 2% fetal bovine serum and 2 mM EDTA). Before staining, ammonium chloride-potassium bicarbonate was used to lyse the red blood cells (RBCs). Bone marrow (BM) cells were flushed out from tibias, femurs and ilia with PBE. All antibodies were purchased from either eBioscience or Invitrogen (USA). The detail information for the antibodies was listed in the Supplementary Table 1. The samples were analyzed with a BD LSRII™ flow cytometry analyzer. More than 10000 cells were collected and the results were analyzed with FlowJo software (RRID:SCR_008520).

**Statistical analysis**

All experiments were replicated three to four times with the random numbers more than three and tests were randomized according to the design of assay. For the animal studies, all mice are randomly assigned according to the number required by phenotype and the number of mice in each experiment was chosen to provide 90% statistical power with a 5% error level. Animal experiments were not blinded and it was not necessary to be as they were less subjective. GraphPad Prism 6.0 (RRID:SCR_002798) was used for statistical analyses. Each experiment was compared as two groups. No data were excluded from the analyses.The data were presented as the mean ± standard deviation (SD). The unpaired two-tailed Student’s t test and two-away ANOVA were used to compute the *p* values. *P < 0.05* was considered significant. Kaplan-Meier curves were used to represent survival, where significance was calculated with the log rank test. Blinding was not performed because the measurements were quantitative（e.g cell numbers and percentage).

······

**Supplementary Figure legends**

**Supplementary Figure 1. PHF6 involved in AML progression .**

A. The association of PHF6 expression level with survival rate in AML patients with survival time of patients with more than one year (n=67, *p=0.0329*). B-C. The expression of PHF6 in BM MNCs of normal people and AML patients. D. Over-expression of PHF6 in Kasumi-1 and K562 cells. E. The proliferation of PHF6 OE cells in Kasumi-1 and K562 cells. F. The percentage of apoptosis cells in PHF6 OE Kasumi-1 and PHF6 OE K562 cells. G. Knock-down of PHF6 in K562 cells. H. The proliferation of PHF6 KD (shRNA1) K562 cells. I. The percentage of apoptosis cells in PHF6 KD K562 cells. J-K. The colony number of PHF6 KD Kasumi-1 and THP1 cells.

**Supplementary Figure 2. PHF6 had little impact on normal hematopoiesis.**

A. The colony number and immunophenotyping of CD34^+^ cells. B-C. The percentage of LT-HSC, ST-HSC and MPP in BM of *Vav1-Cre;Phf6^fl/y)^* (*VC Phf6*) and *Phf6^fl/y^* (*Phf6 WT)* mice. D. The percentage of CD45.2^+^ cells in *VC Phf6* and *Phf6 WT* mice. E. Wright-Giemsa staining of peripheral blood cells and BM cells and hematoxylin and eosin (HE) staining of bone, spleen in *VC Phf6* and *Phf6 WT* mice. Data are represented as mean ± SD.

**Supplementary Figure 3. *Phf6-*deficiency delayed the AML progression.**

A. The scheme of constructing RE9a and MA9 AML mouse models. B. Kaplan–Meier survival curves of *VC Phf6,RE9a* and *WT Phf6,RE9a* AML mice in passage 1 (log-rank test *p < 0.005*, n ≥ 5 per group). C. The weight of body, spleen and liver in *VC Phf6,RE9a* and *WT Phf6,RE9a* AML mice. D. The percentage of GFP^+^ BM cells at G0, G1/S, and G2/M phase in *VC Phf6, RE9a* and *WT Phf6, RE9a* AML mice. E. The flow chart of GFP^+^ and Mac-1^+^ cells in *VC Phf6,MA9* and *WT Phf6,MA9* mice. Data are represented as mean ± SD.

**Supplementary Figure 4.** **Loss of *Phf6* reduced LSC number and impaired LSC self-renewal.**

A-B. The percentage of L-GMP cells of BM and liver in *VC Phf6,RE9a* and *WT Phf6,RE9a* AML mice. C. Colony numbers in passage 1 to 4 of Lin^-^ cells from *VC Phf6* and *WT* *Phf6* E14.5 fatal livers transfected with RE9a-virus. D-E. The percentage of L-GMP cells of BM and spleen in *VC Phf6,MA9* and *WT Phf6,MA9* AML mice. F. Colony numbers of BM Lin^-^ cells from *VC Phf6,MA9* and *WT Phf6,MA9* in passage 3. Data are represented as mean ± SD.

**Supplementary Figure 5.** ***Phf6* deficiency led to inactive transcriptional profiling during AML progression.**

A. Volcano map of upregulated and downregulated genes in *VC Phf6,RE9a* and *WT Phf6,RE9a* leukemia cells. B. GO analysis about relating downregulated genes of *VC Phf6,RE9a* leukemia cells in comparison with *WT Phf6,RE9a* leukemia cells. C-D. KEGG and GO analysis about relating upregulated genes in *VC Phf6,RE9a* when compared with *WT Phf6,RE9a* leukemia cells. E-F. Protein level of NF-κB related genes in PHF6 KD Kasumi-1, PHF6 KD K562 cells and control cells in the presence or absence of 100 ng/ml TNFα.

**Supplementary Figure 6.** **PHF6 deficiency regulated the translocation of p50 but had little effect on p65 nuclear translocation.**

A. The intracellular translocation of p50 (Orange) was observed by immunofluorescence in PHF6 KD Kasumi-1 and control cells without TNFα stimulation. B. The intracellular translocation of p50 (Orange) was observed by immunofluorescence in PHF6 KD K562 and control cells in presence or absence of TNFα. C. The intracellular translocation of p65 was analyzed by immunofluorescence in PHF6 KD Kasumi-1, PHF6 KD K562 cells and control cells in the presence of TNFα. Nuclei were identified using DAPI (Blue). Scale bars, 10μm for cells. Scale bars, 10μm or 15μm for cells.

**Supplementary Figure 7. PHF6 overexpression promoted the translocation of p50 and inhibition of NF-κB signaling by Bay11-7082 showed anti-leukemia effect *in vivo*.**

A. The intracellular translocation of p50 (Orange) and PHF6 (Green) were observed by immunofluorescence in PHF6 OE Kasumi-1 and control cells without TNFα stimulation. B. The intracellular translocation of p50 (Orange) and PHF6 (Green) were observed by immunofluorescence in PHF6 OE K562 and control cells in presence or absence of TNFα. Nuclei were identified using DAPI (Blue). Scale bars, 10μm for cells. C. The exogenous protein levels of FLAG-PHF6 and MYC-p50 in 293T cells. D. Histological staining for hematoxylin and eosin (HE) (magnification, 20×) in BM from mice transplanted with PHF6 OE Kasumi-1 or control cells (EV), and treated with Bay11-7082 (Yellow triangles represents Kasumi-1 cells, White triangles represents bone marrow cells).

How the deposited data were processed for this re-analysis (not part of the article)

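RNA-sequencing of *WT Phf6,RE9a* and *VC Phf6,RE9a* mouse AML cells, with 3 libraries per group, was taken from the authors' deposited table of 54532 Ensembl genes. The authors deposited read counts per gene without normalization. They also deposited FPKM values, which the authors computed from those counts with the gene length in the table and a library size scaled by DESeq2's size factors. The authors' deposited comparison gives mean normalized counts (signal), log2 fold changes and p-values from DESeq2. The text of the paper and of its supplementary methods does not name the aligner, the counting tool, the annotation release or the strandedness. Of the deposited genes, 54495 had an identifier in GENCODE M21 (GRCm38), and 98.33% of these had the same start and end there, so coordinates are given as deposited, on GRCm38. Genes that overlap another gene or share reads with a near-identical copy are uncertain.

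Total counts per library ran from 15675358 to 16817994, with medians of 16691325 in *WT Phf6,RE9a* and 16095424 in *VC Phf6,RE9a* cells. A count of 3, the limit that a count of 0 allows, came to at most 0.204 CPM in *WT Phf6,RE9a* and 0.178 CPM in *VC Phf6,RE9a* libraries. These limits cover counting error only, since reads without molecular identifiers are not independent molecules. Each library was treated as a replicate. Libraries of a group differed by more than counting noise (chi-square per gene from 11.8 to 46.4), as separately prepared libraries do, which does not show that they are independent. The labels do not say whether the 3 libraries of a group come from different leukemias, and the p-values hold only if they are independent. *Xist* had at most 3 counts in each library, and *Ddx3y*, *Kdm5d*, *Uty* and *Eif2s3y* on chromosome Y were read in all 6. Of these, *Ddx3y* was lower in *VC Phf6,RE9a* cells (log2 fold change -0.69, standard error 0.14, adjusted p = 0.00568 from edgeR), and the others did not pass the threshold.

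In R 4.3.3, genes were filtered with edgeR 4.0.16 (filterByExpr), scaled by TMM and compared with the quasi-likelihood test and Benjamini-Hochberg adjustment, at a threshold of 0.05. Log2 CPM used a prior count of 2. Gene sets were compared with camera from limma 3.58.1 on log2 CPM at an inter-gene correlation of 0.01, over 11 lists written by hand and 8 Reactome pathways bundled with fgsea 1.28.0. The lists covered NF-κB targets, chemokines and their receptors, myeloid maturation, stem and progenitor cells, mast cells and basophils, erythroid cells, T cells, B cells, macrophages and dendritic cells, proliferation, and immediate-early genes. The genes of Fig. 4A and 4B were read from the figures and given no set test, because the paper chose them on these libraries. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

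The tests were tried on counts simulated from the means, library sizes and dispersions of these libraries, with 200 genes changed by 2-fold or 4-fold. Of the 191 changed genes among 13897 tested, 131 (68.6%) were recovered, all 131 in the right direction, and 14 of 13706 unchanged genes were called. These false calls are a larger share of all calls than the 0.05 that the adjustment aims at. In a further simulation of 13891 genes, camera recovered the 1 lowered list and called 0 of the 7 lists that shared no gene with it. The simulated genes were drawn independently of each other. This simulation therefore cannot show how camera behaves where genes are correlated, on which the list results depend.

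The design, the lists, the rule for named genes and the alternatives were chosen before the data were examined, except where stated. The alternatives were DESeq2 1.42.0, size factors (RLE) in place of TMM, no count filter, at least 10 counts in every library, limma on log2(FPKM + 1), each library left out in turn, other thresholds, and for gene sets fry, an estimated inter-gene correlation and fgsea with 10000 permutations. A minimum change of 4-fold was added after the values were seen. Camera on z-scores of the counts was run first, in departure from the design, and is kept as an added alternative whose values were seen before those on log2 CPM. The rule for named genes takes *Phf6*, the genes of Fig. 4E and 4F, members of Fig. 4A and 4B that did not pass the threshold, the 3 largest changes of each Fig. 4B list, the 5 largest increases and 5 largest decreases, in each list the 3 genes with the highest level and the 3 with the smallest p, and the sex-linked genes. The RT-PCR, cell line and protein experiments of the paper were not analysed.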

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

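The tests of library size, of library labels, of the most counted genes list by list, of cell shares, cell handling, strain, clones, chromosomes, paralogs among genes read in one group only, and of other splits of the libraries were chosen only after the results were seen. The results here are changes of gene lists that the paper does not test and of genes read in one group only. Some of the lists' genes are drawn in Fig. 4A or 4B. These are 4 of the immediate-early genes, 3 of the mast cell and basophil genes, and 1 gene each of the stem and progenitor, erythroid, T cell and proliferation lists. The paper also reports a lower percentage of c-Kit-positive leukemia cells in bone marrow of *VC Phf6,RE9a* mice, and *Kit* is on the mast cell and the stem cell lists. Adjusted p-values of lists are from camera at the preset correlation. With an estimated correlation none of the lists passed, with an adjusted p of 0.358 at the lowest.

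Mast cell and basophil genes were lower in *VC Phf6,RE9a* cells, with a median log2 fold change of -2.06 over 25 genes, 18 of them lower and 1 higher at edgeR's adjusted p under 0.05 (adjusted p = 2.69e-06). Adjusted over the list alone, 19 were lower and 2 higher. *Cpa3* went from 6749 ± 1507 to 274 ± 116 CPM (SD, n = 3), *Fcer1a* from 603 ± 166 to 5.30 ± 0.169 CPM (SD, n = 3) and *Kit* from 2419.7 ± 471 to 273 ± 70.2 CPM (SD, n = 3). *Ms4a2*, named after its values were seen, went from 1180 ± 96.2 to 1076 ± 215 CPM (SD, n = 3) and did not pass the threshold (adjusted p = 0.519 from edgeR). All 25 genes had a mean over 1 CPM in *WT Phf6,RE9a* cells. After correction for GC content and gene length, which moved 2782 genes by over 0.1, the median was -2.14. It was -2.06 without the most counted genes and -1.47 without multigene families, in which reads can be shared. The list passed the threshold each time, which argues against each of these as the whole cause. A smaller number of mast cells or basophils cannot be told apart from lower expression in the leukemia cells. The interquartile range of the log2 fold changes was 4.00, but how much of each gene the leukemia cells express is not known.

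Erythroid genes were higher, with a median log2 fold change of 1.38 over 25 genes, 23 of them higher and 1 lower, also adjusted over the list alone (adjusted p = 1.91e-08). The median was 1.30 after the GC and length correction and 1.58 without the most counted genes. *Hba-a1*, which can share reads with near-identical globin copies, rose from 316 ± 99.5 to 1620.3 ± 116 CPM (SD, n = 3) and *Epor* from 33.8 ± 1.75 to 87.7 ± 4.04 CPM (SD, n = 3). B cell genes had a median of 3.17 over 12 genes, or 2.84 with genes near 0 at their bound, 8 of them higher and 9 adjusted over the list alone (adjusted p = 0.00312). It was 3.06 after the correction. *Ighm* rose from 3.52 ± 3.00 to 36.1 ± 16.7 CPM (SD, n = 3) and 6 of the 12 genes had a mean over 1 CPM in *WT Phf6,RE9a* cells. Macrophage and dendritic cell genes had a median of 0.90 over 22 genes, 8 of them higher and 5 adjusted over the list alone (adjusted p = 0.000701), with a median of 0.87 after the correction. The calls fell to 3 without *VC Phf6,RE9a* replicate 12, to 4 without *VC Phf6,RE9a* replicate 11 and to 5 without *WT Phf6,RE9a* replicate 1. *Slc40a1* rose from 3.04 ± 0.429 to 13.0 ± 4.00 CPM (SD, n = 3). T cell genes did not pass the threshold (median 0.31, and 0.024 without *WT Phf6,RE9a* replicate 1 to 0.74 without *WT Phf6,RE9a* replicate 3), with 2 higher and 3 lower among 6 tested, and 3 and 3 adjusted over the list alone (adjusted p = 0.802). A mean over 1 CPM in *WT Phf6,RE9a* cells was reached by 25 of the 25 erythroid, 17 of the 22 macrophage and dendritic cell and 3 of the 6 T cell genes. GC content, gene length and the most counted genes are thus argued against as the whole cause for the erythroid list, and GC content and gene length for the B cell and the macrophage lists. Leaving out the most counted genes took no gene from the B cell, macrophage and proliferation lists and is no test for them. Those genes held at most 8.61% of a library's counts, which can shift all other genes by at most 0.13 on the log2 scale, less than these lists moved.

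A lower share of leukemia cells in the *VC Phf6,RE9a* libraries would raise the markers of every other cell type alike. The mean log2 CPM rose by 1.61 (standard error 0.23) for erythroid genes, by 2.23 (standard error 0.43) for B cell genes, by 2.01 (standard error 0.56) for myeloid maturation genes and by 0.92 (standard error 0.20) for macrophage and dendritic cell genes. It changed by -2.88 (standard error 0.20) for mast cell and basophil genes, which a lower share would also lower if the leukemia cells express them. The T cell genes went both ways (change -0.065 (standard error 0.20)) and decide nothing. The rise was 0.92 for macrophage and dendritic cell genes against 1.61 for erythroid genes, apart by more than their standard errors. This would count against a lower share as the whole cause only if the leukemia cells express neither list, which is not known. All 25 erythroid genes had a mean over 1 CPM in *WT Phf6,RE9a* cells, so the comparison does not decide it. A lower share as the whole or a part of the cause cannot be told apart from more erythroid, B or myeloid cells. Nor can it be told apart from expression of these genes by the leukemia cells, because the cells that express each list are not known.

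Proliferation genes had a median log2 fold change of 0.47 over 31 genes, 18 of them higher and 22 adjusted over the list alone (adjusted p = 6.89e-05), with a median of 0.48 after the GC and length correction. The number of calls depends on single libraries. It was 5 without *VC Phf6,RE9a* replicate 11 and without *VC Phf6,RE9a* replicate 12, 7 without *WT Phf6,RE9a* replicate 1, 9 without *VC Phf6,RE9a* replicate 13 and 29 without *WT Phf6,RE9a* replicate 3. The median fell to 0.31 without *WT Phf6,RE9a* replicate 2. The paper reports a block of GFP-positive leukemia cells in G0 on loss of *Phf6*, which points the other way. That result is of cell cycle phase and not of RNA. *Mki67* rose from 867 ± 153 to 1284 ± 80.8 CPM (SD, n = 3), a call lost without *VC Phf6,RE9a* replicate 12 (adjusted p = 0.0543), and *Pcna* did not pass the threshold (adjusted p = 0.634). Stem and progenitor genes had a median of -0.41 over 19 genes, 11 lower and 3 higher, and 12 and 3 adjusted over the list alone (adjusted p = 0.0314). The median was -0.28 after the correction, past the threshold. Without the most counted genes it was -0.38 over 18 genes and did not pass (0.0518), so the part of these genes stays open. The list also lost the threshold without *WT Phf6,RE9a* replicate 3 (0.0661) and without *VC Phf6,RE9a* replicate 13 (0.0631). *Slamf1* fell by 5.30 on the log2 scale while *Lmo2* rose by 1.88.

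Immediate-early genes had a median log2 fold change of -0.98 over 28 genes, 17 lower and 3 higher, and 19 and 3 adjusted over the list alone (adjusted p = 0.000814). It was -1.02 after the GC and length correction and -0.74 over 23 genes without the most counted genes, both past the threshold. *Fosb*, the most counted gene of all 3 *WT Phf6,RE9a* libraries, went from 12420 ± 3225 to 4308 ± 1491 CPM (SD, n = 3). Of the 28 genes, 22 had a log2 fold change under 0, while *Hspa1a* and *Hspa1b*, near-identical copies that can share reads, rose by 5.46 and 6.52. A difference in cell handling between the groups cannot be told apart from the genotype, because handling is not recorded for each library.

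The highest library total was above the lowest by 0.10 on the log2 scale, less than the change of each of these 7 lists (0.41 at the smallest), which argues against library size. In all 3 *VC Phf6,RE9a* libraries *Phf6* lay under every *WT Phf6,RE9a* library, which argues against a mislabelled library. The genotype stays among the open explanations.

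Some genes were read in one group only. With at most 3 counts in every library of one group and at least 100 in every library of the other, 12 genes were read only in *VC Phf6,RE9a* cells and 16 only in *WT Phf6,RE9a* cells. At a minimum of 50 counts the numbers were 22 and 24, and at 500 they were 3 and 2. In 1 of the 10 splits of the libraries, the real one, as many as 28 such genes were found, and 10 splits cannot give a share under 0.1. Examples chosen after their values were seen are *Grb7* (0, 3 and 2 counts against 857, 734 and 854) and *Mrgprx2* (1264, 771 and 784 against 0, 1 and 0). The 28 genes lie on 15 chromosomes with at most 4 on one, which argues against the loss or gain of one region. Outside multigene families, unnamed loci and pseudogenes there were 20, which argues against shared reads as the whole cause. A strain variant against the reference stays open, since the strain of each library is not recorded, and 6 of the 28 are pseudogenes or lincRNAs. A clonal difference between primary leukemias cannot be told apart from the genotype, because the labels do not say which libraries share a leukemia.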

How the results depend on the processing

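The numbers of genes higher and lower in *VC Phf6,RE9a* cells, 3047 and 3213, stayed within 1.5 times under RLE size factors, no count filter, at least 10 counts in every library, DESeq2, limma on log2(FPKM + 1) and an unadjusted p. With each library left out in turn they ran from 2179 to 3132 and from 2511 to 3338. No gene was called in opposite directions by edgeR and by any of these fits, and DESeq2 shared 2810 of the genes higher and 3091 of those lower. A minimum fold change lowers the numbers by its construction. At least 2-fold gave 1410 and 1625 genes, or 1568 and 1833 with DESeq2 (1831 and 2094 at an unadjusted p). At least 4-fold, chosen after the values were seen, gave 671 and 741, or 876 and 967 with DESeq2.

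*Phf6* stayed past the threshold throughout, with log2 fold changes from -1.76 to -1.39. The medians of the Fig. 4B lists kept their sign and ran from -1.27 to -0.85 and from 0.74 to 1.05. They moved by less than the larger of the SDs that the groups had in the mean log2 CPM of each list, though not by less than the smaller. Of the 88 other named genes, 77 kept their direction and their side of the threshold in every fit. Among 944 comparisons of a named gene with an alternative, 24 lost the threshold, 11 gained it and 1 reversed. That was *Cd74*, at -0.016 without *VC Phf6,RE9a* replicate 11, and up to 0.48 across the 6 fits that each left out one library.

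The set tests of the lists depended most on the inter-gene correlation. At the preset value 9 of the 11 lists passed the threshold, and 0 with an estimated correlation. The adjusted p was then 0.358 for NF-κB targets and for stem and progenitor, mast cell and basophil, erythroid and macrophage genes, 0.442 for myeloid maturation and immediate-early genes, 0.427 for B cell genes and 0.512 for proliferation. Under fry the proliferation list was lost (0.0766), and with fgsea the stem and progenitor list (0.0613) and the immediate-early list (0.101). At least 10 counts in every library removes genes that are off in one group, and left B cell genes at 0.366 and chemokines, now higher, at 0.404. T cell genes turned to higher without the count filter (0.0228), and in 5 of the 6 fits that each left out one library, with an adjusted p from 0.0933 to 0.879 over all 6. The stem and progenitor list ran from 0.0141 to 0.0661 (without *WT Phf6,RE9a* replicate 3), and was also lost without *VC Phf6,RE9a* replicate 13 (0.0631).

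Of the 8 Reactome pathways 0 passed with camera. Both interleukin sets passed, lower in *VC Phf6,RE9a* cells, with no count filter (0.0260 for each), at least 10 counts in every library (0.0468 for each), fry (0.00710 for each), fgsea (0.00366 for Signaling by Interleukins and 0.0174 for Interleukin-3, 5 and GM-CSF signaling) and camera on z-scores of the counts (0.0256 for each), whose values were seen before those on log2 CPM. In each of these settings but fry 2 pathways passed. Under fry 5 did, with TNF signaling and the Intrinsic Pathway for Apoptosis at 0.00710 and the RAF MAP kinase cascade at 0.0340. With each library left out in turn, from 0 to 2 pathways passed, and the adjusted p of both interleukin sets ran from 0.0402 (without *WT Phf6,RE9a* replicate 3) to 0.260. Sets far from the threshold changed direction. Apoptosis did so with at least 10 counts in every library (0.892), and in 3 of the 6 fits that each left out one library, over which its adjusted p ran from 0.665 to 0.994. TRAF6 mediated NF-kB activation did so under fry (0.374), fgsea (0.407) and z-scores (0.622), and without *WT Phf6,RE9a* replicate 2 or *VC Phf6,RE9a* replicate 12, and ran from 0.718 to 0.994 with single libraries left out. Chemokine receptors bind chemokines did so with no filter (0.917) and at least 10 counts in every library (0.763). Apart from fewer libraries or genes, the cause was not tested.

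In 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, as many genes passed the threshold (6260), and the other 9 gave 0. For the lists 1 of the 10 splits, again the real one, gave as many as 9, and the others gave from 3 to 8. For the Reactome pathways the real split gave 0, which every split reaches, so this comparison decides nothing. The other splits gave from 0 to 3 pathways. With 10 splits no share can be under 0.1. The other splits set 2 libraries of one genotype against 1, so they keep part of the difference between the genotypes. Camera at the preset correlation thus called lists in groupings in which 0 genes passed.

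No paired analysis was possible because the replicate numbers (1, 2 and 3 against 11, 12 and 13) are not shared between the groups. The depth limits genes near 0.2 CPM, for which only a bound of the change can be given.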

Differences from the paper's values

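The paper gives 870 genes as upregulated and 961 as downregulated at a p under 0.05. With edgeR at an adjusted p under 0.05, 3047 genes were higher and 3213 lower. None of the alternatives set before the data were examined came within 1.5 times of the paper's numbers, the nearest being an adjusted p under 0.05 with at least a 2-fold change (1410 and 1625). At a p under 0.05 with no minimum change, DESeq2 gave 3787 and 4066 genes. A minimum of 4-fold, chosen after the values were seen, gave 671 and 741 genes with edgeR and 876 and 967 with DESeq2, within 1.5 times of the paper's numbers. In the authors' deposited table, an adjusted p under 0.05 with a log2 fold change beyond 2 in either direction gives 870 and 961 genes. That setting was found after the values were seen, by a search over 70 combinations of p or adjusted p, threshold and minimum change. It was the 1 combination that gave both numbers, while 7 came within 10% of both, and the paper does not state it.

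Fig. 4A draws *Irf1*, *Osm* and *Csf2* among the altered genes. The adjusted p of *Irf1* was 0.0552 and that of *Osm* 0.0754 with edgeR. *Irf1* passed the threshold with DESeq2 (0.0319), without the count filter (0.0420), and without *WT Phf6,RE9a* replicate 3 (0.0305) or *VC Phf6,RE9a* replicate 11 (0.0274), in a range up to 0.168. *Osm* passed with DESeq2 (0.0277), without the count filter (0.0343) and without *WT Phf6,RE9a* replicate 2 (0.00149), in a range up to 0.217. *Csf2* had too few counts for edgeR's filter and was called lower by DESeq2 and without the filter.

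The paper gives *Bad* as higher by RT-PCR (Fig. 4E). In the libraries its log2 fold change was 0.29 (adjusted p = 0.133 from edgeR), and among the alternatives it passed the threshold without *WT Phf6,RE9a* replicate 1 (0.0345), with a range up to 0.309. Fig. 4F shows *Tnfrsf1a* lower in *VC Phf6,RE9a* cells, while Fig. 4B places it among the genes that are higher. In the libraries it was higher by 2.13 on the log2 scale (standard error 0.46, adjusted p = 0.00787).

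The paper's GSEA places apoptosis genes higher and chemokine-regulated genes lower in *VC Phf6,RE9a* cells, with sets other than those used here. The Reactome Apoptosis pathway did not pass camera's threshold (adjusted p = 0.956), nor under any alternative (0.218 at the lowest). The Intrinsic Pathway for Apoptosis was lower, and passed under fry only (0.00710). For the chemokine list the adjusted p was 0.267, and 0.0641 at its lowest among the alternatives, without *VC Phf6,RE9a* replicate 11.

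The paper's enrichment analyses give the TNFα, JAK-STAT, ERK and RAS pathways as altered or lower. The Reactome sets nearest to them did not pass camera's threshold. Under fry TNF signaling (0.00710), the RAF MAP kinase cascade (0.0340), Signaling by Interleukins and Interleukin-3, 5 and GM-CSF signaling (0.00710 for both) passed, lower in *VC Phf6,RE9a* cells. Fry does not compare a set with the other genes, so these passes do not show more change than elsewhere. Both interleukin sets also passed with no count filter (0.0260), at least 10 counts in every library (0.0468), fgsea (0.00366 and 0.0174), without *WT Phf6,RE9a* replicate 3 (0.0402) and with camera on z-scores of the counts (0.0256), an added alternative whose values were seen first. The adjusted p of each ran up to 0.709 with an estimated correlation. TRAF6 mediated NF-kB activation passed under no setting (0.374 at the lowest).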

Other observations

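The test in this part was set before its result was seen. The NF-κB target list shares 12 genes with the lists of chemokines, immediate-early genes and macrophage and dendritic cell genes, and a candidate explanation of its lower median is that the shared genes carry it. Without them 30 genes remained, with a median log2 fold change of -0.92 (adjusted p = 6.89e-05 from camera at the preset correlation), which argues against the shared genes as the whole cause. Leaving out shared genes does not test cell handling or the number of mast cells. Both stay open for the NF-κB targets as well.

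*Birc5*, among the apoptosis-related genes of Fig. 4B, is also on the list of proliferation genes (log2 fold change 0.79, standard error 0.17, adjusted p = 0.00706 from edgeR). *Bcl2l1* had a log2 fold change of 0.19 (standard error 0.091, adjusted p = 0.129). *Runx1t1*, named after its values were seen, had 673, 1189 and 1227 counts in *WT Phf6,RE9a* cells and 2048, 2395 and 1703 in *VC Phf6,RE9a* cells (log2 fold change 0.86, standard error 0.23, adjusted p = 0.0170). The counts do not separate reads of the retroviral fusion from those of the mouse gene.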
